# Intrahepatic microbes govern liver immunity by programming NKT cells

**DOI:** 10.1172/JCI151725

**Published:** 2022-04-15

**Authors:** Joshua C. Leinwand, Bidisha Paul, Ruonan Chen, Fangxi Xu, Maria A. Sierra, Madan M. Paluru, Sumant Nanduri, Carolina G. Alcantara, Sorin A.A. Shadaloey, Fan Yang, Salma A. Adam, Qianhao Li, Michelle Bandel, Inderdeep Gakhal, Lara Appiah, Yuqi Guo, Mridula Vardhan, Zia Flaminio, Emilie R. Grodman, Ari Mermelstein, Wei Wang, Brian Diskin, Berk Aykut, Mohammad Khan, Gregor Werba, Smruti Pushalkar, Mia McKinstry, Zachary Kluger, Jaimie J. Park, Brandon Hsieh, Kristen Dancel-Manning, Feng-Xia Liang, James S. Park, Anjana Saxena, Xin Li, Neil D. Theise, Deepak Saxena, George Miller

**Keywords:** Hepatology, Microbiology, Antigen, Chemokines, Innate immunity

## Abstract

The gut microbiome shapes local and systemic immunity. The liver is presumed to be a protected sterile site. As such, a hepatic microbiome has not been examined. Here, we showed a liver microbiome in mice and humans that is distinct from that of the gut and is enriched in Proteobacteria. It undergoes dynamic alterations with age and is influenced by the environment and host physiology. Fecal microbial transfer experiments revealed that the liver microbiome is populated from the gut in a highly selective manner. Hepatic immunity is dependent on the microbiome, specifically the *bacteroidetes* species. Targeting *bacteroidetes* with oral antibiotics reduced hepatic immune cells by approximately 90%, prevented antigen-presenting cell (APC) maturation, and mitigated adaptive immunity. Mechanistically, our findings are consistent with presentation of *bacteroidetes*-derived glycosphingolipids to NKT cells promoting CCL5 signaling, which drives hepatic leukocyte expansion and activation, among other possible host-microbe interactions. Collectively, we reveal a microbial/glycosphingolipid/NKT/CCL5 axis that underlies hepatic immunity.

## Introduction

Gut microbiota represent the most abundant and diverse collection of commensal organisms in the body (1). The intestinal microbiome plays a fundamental role in shaping the host immune system (2). Interactions between commensal microbes and the host intestinal mucosa are necessary for the induction, training, and homeostatic functions of gut immunity; conversely, dysbiosis in the gut is associated with local barrier dysfunction, autoimmunity, and oncogenesis (3). The liver, much like the gut, is densely populated by a myriad of innate and adaptive immune cells that are critical to physiologic homeostasis. The liver serves as a selective barrier between the host and the external environment. As portal blood transports an array of foreign, but harmless, dietary and environmental antigens, the liver’s baseline status is immunotolerant and antiinflammatory; however, in select circumstances, including after acute hepatic injury, the liver is capable of mounting potent immunogenic responses (4, 5). The balance between hepatic tolerance and immunity is essential for organismal survival.

Whereas the intestinal microbiome directs immunity in the gut and beyond, the liver microbiome has not been characterized. In fact, the liver is generally regarded as a sterile organ. Consequently, the relationship between liver microbes and hepatic immunity is unexplored. We recently showed that the pancreas, which like the liver has a connection to the gastrointestinal tract via the ampulla of Vater, has a resident microbiome that governs intrapancreatic immunity (6). We postulated that the liver similarly harbors microbes that regulate hepatic immune function.

Here, we report the presence of a liver microbiome that is distinct from that of the gut and characterize its dynamic alterations under changing physiologic conditions. We identify specific bacterial taxa and predict their metabolic byproducts that potentiate liver inflammatory cell recruitment and maturation via NKT cell activation. Collectively, our data suggest that liver microbiota are critical in regulating the balance between hepatic immunity and tolerance and provide a rationale for microbial-based therapies in the treatment of liver disease.

## Results

### The liver harbors a microbiome.

To determine whether the liver hosts a microbiome, we performed quantitative PCR (qPCR) using 16S primers on normal mouse liver tissues. A microbial population was detected in the liver, albeit at low abundance compared with that in gut; liver microbial abundance was readily distinguishable from that in reagent-only controls (Figure 1A, Supplemental Figure 1A, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI151725DS1). Similarly, 16S FISH and transmission electron microscopy (TEM) revealed the presence of hepatic bacteria in the sinusoidal space as well as engulfed by Kupffer cells (Figure 1B and Supplemental Figure 1, B and C). Germ-free mice had no detectable liver microbiome (Supplemental Figure 1B). Of note, we successfully cultured bacteria from sterilely harvested liver tissue under both aerobic and anaerobic conditions (Supplemental Figure 1D). To characterize the liver microbiome, we performed 16S rRNA-Seq in 6-week-old female mice. Five distinct phyla were detected in the liver, with Bacteroidetes (~50%), Firmicutes (~25%), Proteobacteria (~20%), and Verrucomicrobia (~4%) being most abundant (Figure 1C). Of note, Proteobacteria represented an approximately 40-fold greater fraction of the liver microbiome compared with that of gut, whereas Firmicutes were approximately 2-fold more abundant in the gut. At the genus level, *Delftia* and *Coprococcus* were significantly expanded in the liver, whereas numerous taxa, including *Lactobacillus*, *Ruminococcus*, and *Clostridium*, were more prevalent in the gut (Figure 1, D and E). Assessment of clade abundances using linear discriminant analysis effect size (LEfSe) revealed differences in microbial composition between liver and gut across the entire taxonomic hierarchy (Supplemental Figure 1E). Principal coordinate analysis (PCoA) computed using weighted UniFrac distance metrics confirmed distinct microbial communities in liver versus gut (Figure 1F). α-Diversity measures indicated that the liver microbiome exhibited markedly decreased richness compared with that of the gut based on observed operational taxonomic units (OTUs), Chao1, the abundance-based coverage estimator (ACE), and phylogenic diversity (PD) and decreased evenness based on the Shannon index (6) (Figure 1G). Collectively, these data reveal that the normal mouse liver harbors a microbiome that is distinct from that of the gut.

### The hepatic microbiome is selectively populated from the gut.

We postulated that the source of liver bacteria is the gut microbiome. To test this hypothesis, we orally administered fluorescently labeled *Porphyromonas* *gingivalis*, based on its ability to translocate from the alimentary tract (7), and assessed its abundance in both the gut and liver. *P*. *gingivalis* translocated to the liver as predicted, and linear regression analysis indicated that its abundance remained stable in the liver over time despite temporal decreases in the stomach and duodenum (Supplemental Figure 1F). To determine whether selective pressure occurs as gut bacteria populate the liver, we administered fecal microbial transplants (FMTs) from specific pathogen–free (SPF) donor mice to germ-free mice. FMTs to germ-free mice successfully populated the liver alongside the gut (Figure 1, H and I). Moreover, whereas the composition of the recipient gut microbiome resembled that of the donor fecal microbiome, the liver microbiome was uniquely enriched for the phylum Proteobacteria, including the *Delftia* taxon. This recapitulated their increased abundance in the native hepatic microbiome (Figure 1, C–E, and Supplemental Figure 1E). Similarly, α-diversity was substantially reduced in the recipient liver compared with in the gut or donor FMT slurry (Figure 1J). Collectively, these FMT data indicate that the liver microbiome is selectively populated from the gut. Consistent with this notion, the microbiome in the central liver clustered more closely with the gut microbiome (Supplemental Figure 1G). Of note, the liver microbiome clustered most closely with the pancreatic microbiome compared with that of the duodenum or gallbladder, perhaps relating to their similar respective tissue host environments; *Lactobacillus*, *Akkermansia*, *Turicibacter*, and *Porphyromonas* were among the most prominent genera across all compartments tested (Supplemental Figure 1, H and I).

### The human liver microbiome is distinct from that of the gut.

To determine whether the human liver hosts a microbiome and whether it is distinct from that of the gut, we collected liver biopsies in a sterile manner and matched fecal specimens for microbial analysis from 26 patients undergoing hepatic resection (Supplemental Tables 1 and 2). Nearly all subjects had normal baseline liver function. In patients with liver tumors, hepatic biopsies were obtained a minimal distance of 3 cm away from the nearest tumor nodule. Consistent with our mouse data, the human liver harbored a microbiome that was much less abundant compared with that of the gut and that was distinguishable from reagent-only controls based on qPCR using 16S primers (Supplemental Figure 1, J and K, and Supplemental Table 1), and the human microbiome clustered separately from the gut on β-diversity analysis of 16S rRNA-Seq data (Figure 2A). Moreover, akin to our findings in mice, Proteobacteria was markedly more abundant in liver compared with gut, whereas Firmicutes was less abundant (Figure 2B). Likewise, α-diversity analyses revealed distinctly lower microbial richness in the human liver compared with gut based on OTU, Chao1, ACE, and PD, and decreased evenness based on the Shannon and Simpson indices (6), which again parallels our findings in mice (Figure 2C). Taken together, these data indicate that the human liver harbors a microbiome that is rich in Proteobacteria and distinct from that of the gut.

### The liver microbiome varies with age, sex, and environment.

To determine how the liver microbiome changes with age, we comparatively analyzed the hepatic microbiome in female mice aged 6 to 48 weeks. Whereas the most abundant phyla in the liver of 6-week-old mice were Bacteroidetes and Firmicutes, as mice aged, these decreased and Proteobacteria became most abundant (Figure 3A). In contrast, Bacteroidetes and Firmicutes remained the most abundant phyla in the gut at all ages (Supplemental Figure 2, A and B). At the genus level, *Pseudomonas* and *Delftia* became the dominant taxa in the liver as mice aged (Figure 3B). PCoA showed distinct clustering of the hepatic microbial communities at different developmental ages in mice (Figure 3C). Further, as animals aged, richness and evenness markedly decreased in liver microbial communities (Figure 3D).

We next assessed sex-specific variations in the liver microbiome by comparing adult (48 week old) female and male mice. Whereas adult females exhibited a predominance of Proteobacteria as shown above (Figure 3A), the most abundant phylum in adult males was Bacteroidetes (Figure 4A). Both female and male gut microbiomes had low abundances of Proteobacteria; the female gut microbiome was dominated by Bacteroidetes, while males had a higher abundance of Firmicutes (Supplemental Figure 2, C and D). Multiple additional differences were evident between the adult male and female liver microbiomes across the entire taxonomic hierarchy (Figure 4B). PCoA confirmed distinct hepatic microbial communities between females and males (Figure 4C). Further, the liver microbiome in males exhibited increased richness and evenness, which was less conspicuous in the gut microbiome (Supplemental Figure 2, E and F).

Since an organism’s environment can influence its resident microbiome (8), we compared the hepatic microbiomes of mice housed in SPF and nonbarrier facilities. Mice purchased from the same vendor developed distinct hepatic microbiomes by 3 weeks after transfer to SPF barrier versus nonbarrier vivaria (Figure 4D). The liver microbiome in each group was also distinct based on α-diversity analyses with mice in SPF barrier facilities, exhibiting increased richness and evenness (Supplemental Figure 2G). Similarly, mice purchased from different vendors, reported to have distinct gut microbes (9), also exhibited distinct liver microbiomes (Figure 4E). Taken together, these data indicate that the liver microbiome is dynamic and varies considerably in healthy hosts depending on age, sex, and environmental exposure.

### Modulating the gut microbiome alters bacterial communities in the liver.

Since our FMT studies revealed that the liver microbiome is selectively populated from the gut, we postulated that ablation of gut bacteria would reprogram liver microbial communities. Surprisingly, total microbial abundance in the liver did not change with oral antibiotic administration despite a more than 99% decrease in bacterial abundance in the gut (Figure 5, A–C). Nevertheless, oral antibiotics altered the composition of the liver microbiome, markedly decreasing the relative abundance of phylum Bacteroidetes and its subtaxa Bacteroidia, Bacteroidales, and S24-7, whereas other taxa were not affected (Figure 5, D and E). Oral antibiotic treatment similarly decreased the relative abundance of Bacteroidetes in the gut (Supplemental Figure 3A).

Surprisingly, selective oral antibiotic treatment with metronidazole, vancomycin, or combination neomycin/ampicillin each resulted in a decrease in liver Bacteroidetes similar to that seen with broad-spectrum antibiotics (Figure 5F). Analysis of the entire taxonomic hierarchy by LEfSe indicated that, similarly to what occurs with broad-spectrum antibiotic treatment, selective antibiotics also reduced the abundance of subtaxa Bacteroidia and S24-7 (Supplemental Figure 3, B–D). However, metronidazole also increased the prevalence of Firmicutes and decreased Verrucomicrobia, whereas vancomycin and neomycin/ampicillin increased the prevalence of Verrucomicrobia in the liver (Figure 5F). Consistent with these observations, PCoA computed using weighted UniFrac distance metrics indicated that hepatic microbial communities were distinct in the vehicle, panantibiotic, and selective antibiotic-treated groups (Figure 5G). α-Diversity measures indicated decreased richness and reduced evenness in liver microbial communities in mice treated with each of the respective antibiotic regimens (Figure 5H). Further, similarly to what occurred in untreated mice (Figure 1F), broad-spectrum or selective oral antibiotic–treated mice exhibited significant differences between liver and gut bacterial communities (Supplemental Figure 3, E–H).

Bacterial taxa in the Bacteroidetes phylum are high producers of glycosphingolipids (10, 11). Based on the markedly reduced prevalence of Bacteroidetes in liver across all antimicrobial treatment groups (Figure 5F), we postulated that glycosphingolipid synthesis by hepatic microbiota would diminish with antibiotic treatment. Accordingly, phylogenetic investigation of communities by reconstruction of unobserved states (PICRUSt)(12) analysis predicted decreased glycosphingolipid biosynthesis in the liver microbiome after treatment with broad-spectrum or selective oral antibiotics, whereas nonglycosylated sphingolipid biosynthesis was not reduced (Figure 6, A–C). Moreover, the predicted contributions of glycosphingolipid biosynthesis genes to the hepatic bacterial metagenome correlated highly with the prevalence of Bacteroidetes in the liver (Figure 6, D and E). Other hepatic bacterial phyla did not exhibit these correlations (Figure 6, F and G). In aggregate, these data indicate that oral antibiotics do not reduce total hepatic bacterial abundance, but selectively modulate the community composition and glycolipid signature of the liver microbiome.

### Sterile liver inflammation reprograms the hepatic microbiome.

We postulated that hepatic injury or sterile inflammation would modulate the liver microbiome. Accordingly, liver microbial populations exhibited distinct clustering based on β-diversity analyses in both chronic liver fibrosis and acute acetaminophen–induced (APAP-induced) liver injury (Supplemental Figure 4, A and B). Chronic liver fibrosis reduced the prevalence of Proteobacteria and Verrucomicrobia, but increased the abundance of Firmicutes, whereas acute liver injury from APAP also reduced the prevalence of Proteobacteria, but increased Verrucomicrobia (Supplemental Figure 4, C and D). Both chronic hepatic fibrosis and acute APAP injury increased richness in the liver microbiome (Supplemental Figure 4, E and F). In contrast, systemic inflammation from i.p. administration of LPS increased the abundance of Bacteroidetes, but reduced Firmicutes, and decreased evenness in the liver microbiome (Supplemental Figure 5, A–C). Collectively, these data indicate that diverse modes of inflammatory injury result in distinct effects on the hepatic microbiome.

### Hepatic inflammatory cell infiltration is dependent on the microbiome.

To determine whether the microbiome influences liver immunity, we serially treated mice with broad-spectrum oral antibiotics for 3 weeks and quantified hepatic immune cells. Antibiotic treatment reduced the total number of CD45^+^ inflammatory cells in the liver by approximately 90% (Figure 7, A and B). A similar reduction in hepatic immune cells was observed regardless of whether antibiotics were administered in the drinking water or via serial gastric gavage (Figure 7C). Accordingly, while livers of germ-free mice harbored a reduced baseline CD45^+^ population, FMT from SPF mice to germ-free mice increased the hepatic leukocyte population (Figure 7D). Of note, treatment of germ-free mice with antibiotics did not affect hepatic inflammatory cell volume (Figure 7E). Likewise, saline gavage did not affect liver leukocyte numbers (Supplemental Figure 6A). We noted that selective antibiotic treatment with metronidazole, vancomycin, or neomycin/ampicillin each similarly reduced the hepatic inflammatory cell population (Figure 7F). We reasoned that the bacteria may control hepatic immune cell volume by affecting both inflammatory cell recruitment to the liver from the bone marrow and intrahepatic leukocyte proliferation. To test the former hypothesis, CD45.2 WT mice were made chimeric with CD45.1 bone marrow cells and, starting at week 3, treated with oral antibiotics or vehicle. We found that antibiotic treatment reduced chimerism in the liver but not the spleen at 6 weeks, indicating that gut microbial ablation prevents hepatic immune cell recruitment from the bone marrow (Figure 7, G and H). Global leukocytic proliferation in the liver was also reduced after antibiotic administration (Supplemental Figure 6B), suggesting that antibiotic-mediated immune cell depletion reflects both decreased recruitment and impaired proliferation.

Based on our observations that both broad-spectrum and selective oral antibiotic regimens had similar effects on diminishing the relative abundance of Bacteroidetes (Figure 5, E and F) and reducing the number of hepatic immune cells (Figure 7F), we postulated that Bacteroidetes drive liver immune cell recruitment. Consistent with our hypothesis, the volume of hepatic immune cells positively correlated with the relative abundance of Bacteroidetes in the liver, which was not the case for other phyla (Figure 7, I and J). Moreover, multiple regression analysis indicated that the prevalence of Bacteroidetes in the liver, but not the gut, was independently associated with hepatic immune cell volume (Figure 7K and Supplemental Table 3). To directly investigate whether Bacteroidetes can promote leukocyte expansion in the liver, we repopulated animals treated with broad-spectrum antibiotics with *P*. *gingivalis*, (a member of *Bacteroidetes* known to produce glycosphingolipids; ref. 13) or *Delftia* *acidovorans* (a member of *Proteobacteria*). Consistent with our hypothesis, repopulation with *P*. *gingivalis* but not *D*. *acidovorans* expanded intrahepatic CD45^+^ inflammatory cells (Figure 7L). Of note, repopulation with *P*. *gingivalis* increased the relative abundance of Bacteroidetes in the liver, but not in the gut (Supplemental Figure 6C).

### The microbiome governs the hepatic immune phenotype.

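CD45+ hepatic leukocytes sorted by FACS from 6-week-old female mice were captured as 2 libraries, 1 from vehicle-treated mice and 1 from mice that drank ampicillin (1 mg/mL), vancomycin (0.5 mg/mL), neomycin (0.5 mg/mL) and metronidazole (1 mg/mL) for 1 week. How many mice gave cells to each library is not given in the sources used here. The libraries were made with the Chromium Single Cell 3′ kit, version 2, in which each captured transcript carries a unique molecular identifier (UMI), and the submitters processed the reads with bcl2fastq and Cell Ranger on mouse genome mm10, with versions not given in the sources used here. The files hold unfiltered UMI counts of every gene in every barcode of the kit, empty droplets included, with 41474311 UMIs in the vehicle library and 29811401 in the antibiotic library. A barcode was called a cell when it held at least 1/10 of the 99th percentile of the 3000 highest barcodes of its library (1548 UMIs for vehicle, 1234 for antibiotics), at least 200 genes and under 10% mitochondrial UMIs. This gave 8982 vehicle cells (median 3517.5 UMIs and 1344 genes) and 7116 antibiotic cells (median 3318 UMIs and 1277 genes). Scrublet scored 4.58% of the vehicle cells and 1.87% of the antibiotic cells as doublets, and these were kept. Cells of both libraries were clustered together without integration, and clusters were named by marker genes as myeloid cells, NK1.1+ lymphocytes, conventional T cells, B cells or innate-like lymphocytes. Expression was the sum of UMIs over all cells of a class in a library, scaled by all UMIs of the class (CPM). With 1 library per condition no test between conditions was possible, and a difference between mice, captures or libraries stands together with the treatment. Ranges after a value are 95% intervals, exact Poisson for counts and their ratios and Clopper-Pearson for shares, and cover counting error only. For a gene list, the median log2 ratio of antibiotic over vehicle CPM is given with its percentile among 10000 random lists of equal size and like expression, which describes these libraries alone. The rules that name clusters were settled after the data had been seen, and a different class boundary from that of the study is possible for every class.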

To further characterize the changes in hepatic immunity with antibiotic administration, we performed single-cell RNA-Seq of CD45^+^ hepatic leukocytes in oral antibiotic– and vehicle-treated mice (Figure 8A). Myeloid cells represented 5% of inflammatory cells in control liver, but only 1% in antibiotic-treated mice. 

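Myeloid cells made up 4.55% of vehicle cells (409 of 8982; 4.13 to 5.01) and 1.17% of antibiotic cells (83 of 7116; 0.930 to 1.44), a ratio of 0.256 (0.1998 to 0.325). Each myeloid type with at least 30 vehicle cells made up a lower share in the antibiotic library. Plasmacytoid dendritic cells, producers of type I interferon, were 1.69% and 0.393% of called cells. Monocytes were 0.479% and 0.155%, and type 1 conventional dendritic cells (cDC1), which cross-present antigen to CD8+ T cells, 0.468% and 0.169%. Kupffer cells, the resident macrophages of the liver, were 0.367% (33 cells) and 0.0562% (4 cells), a ratio of 0.153 (0.0394 to 0.430). Only 13 and 3 neutrophils were called. Barcodes of 50 to 500 UMIs, below the cell threshold, held 7232 and 6246 UMIs of the neutrophil gene *Camp*. Whether these came from uncalled neutrophils was not tested, so the shares may miss cells of this type. When innate-like lymphocytes were left out of the denominator, myeloid cells were 6.94% and 3.14% of the remaining cells. Clusters 19 and 23 held most myeloid cells in both libraries, and a subcluster with endothelial markers (0.323% and 0.0281% of called cells) was taken out of the class after the data had been seen. Subclusters led by markers of innate-like lymphocytes, B cells or NK1.1+ lymphocytes stayed in the class, with 54 vehicle and 11 antibiotic cells, and without them, a comparison added after the data had been seen, the log2 ratio of the share was −1.97, against −1.96 with them.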

Given the approximately 90% reduction of total hepatic leukocytes with antibiotic treatment, the actual volume of myeloid cells was reduced approximately 50-fold after antibiotic administration. 

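NK1.1+ lymphocytes made up 9.79% of cells in the vehicle library (879 of 8982; 9.18 to 10.4) and 4.09% in the antibiotic library (291 of 7116; 3.64 to 4.58), a ratio of 0.418 (0.365 to 0.478). B cells made up 33.6% (32.6 to 34.6; 3018 cells) and 19.8% (18.9 to 20.7; 1408 cells), a ratio of 0.589 (0.552 to 0.628). Conventional T cells made up 12.5% (11.8 to 13.2) and 9.70% (9.02 to 10.4). Shares of all called cells depend on one another, and the innate-like lymphocytes took more of the antibiotic library. Among the cells outside that class, NK1.1+ lymphocytes were 14.9% and 11.0% (ratio 0.737, 0.643 to 0.842), B cells 51.2% and 53.2% (ratio 1.04, 0.974 to 1.11) and conventional T cells 19.1% and 26.1% (ratio 1.37, 1.24 to 1.50). Cluster 20 held most NK1.1+ lymphocytes and cluster 2 most B cells in both libraries. A cluster of doublets (3.07% of vehicle cells and 1.77% of antibiotic cells) and a cluster of cycling cells (1.30% and 0.309%) stayed outside the 5 classes under rules set after the data had been seen.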

The relative abundance of hepatic NK1.1^+^ lymphocytes and B cells was also reduced (Figure 8A). In contrast, the relative frequency of innate-like lymphocytes, including γδT cells, innate lymphoid cells (ILCs), and mucosal-associated invariant T (MAIT) cells was increased. 

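Innate-like lymphocytes made up 34.4% of vehicle cells (3092 cells; 33.4 to 35.4) and 62.8% of antibiotic cells (4470 cells; 61.7 to 63.9), a ratio of 1.82 (1.74 to 1.91). Most of them carried transcripts of the αβ T cell receptor. After every cell was thinned to 1500 UMIs, *Trac*, the constant region of the α chain, was seen in 84.1% of vehicle and 79.5% of antibiotic cells of the class (96.2% and 94.0% unthinned), against 5.53% and 7.06% of B cells (10.4% and 10.2% unthinned), which lack it. *Trdc*, the constant region of the δ chain of γδT cells, was seen in 3.202% and 3.91% (4.50% and 4.90% unthinned), against 0.431% and 0.364% of B cells (0.828% and 0.710% unthinned). *Zbtb16*, whose product PLZF directs innate-like T cells, was seen in 8.54% and 6.90% (21.5% and 16.1% unthinned), against 0.166% and 0.364% of B cells (0.265% and 0.426% unthinned). *Trav1*, the α chain segment of MAIT cells, was seen in 5 vehicle and 5 antibiotic cells of the class. Median depth was 4091 and 3546.5 UMIs for innate-like cells and 2503 and 2121 for B cells, and 21 innate-like and 34 B cells of the antibiotic library were too shallow to thin. The class lay in different clusters in the libraries: cluster 0 held 70.7% of its vehicle cells and 4.14% of its antibiotic cells, cluster 17 held 4.79% and 31.2%, and cluster 18 held 2.88% and 50.2%, so clusters 17 and 18 may stand for the library as well as for a type of cell. Cluster 18 had 1 innate-like and 1 NK1.1+ marker among its 10 leading genes by fold over the mean of the other clusters, a reference taken up after the data had been seen, and 0 against 1 by fold over all other cells, the reference first used. Without cluster 18 the class made up 33.4% and 31.3%. It also made up less of the antibiotic library when clusters like 17 or 18 lost their name at 1500 UMIs per cell (33.4% and 22.6%), at 5% mitochondrial UMIs (32.2% and 10.8%) and at a resolution of 2 (26.1% and 19.6%).

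**Figure D1:**
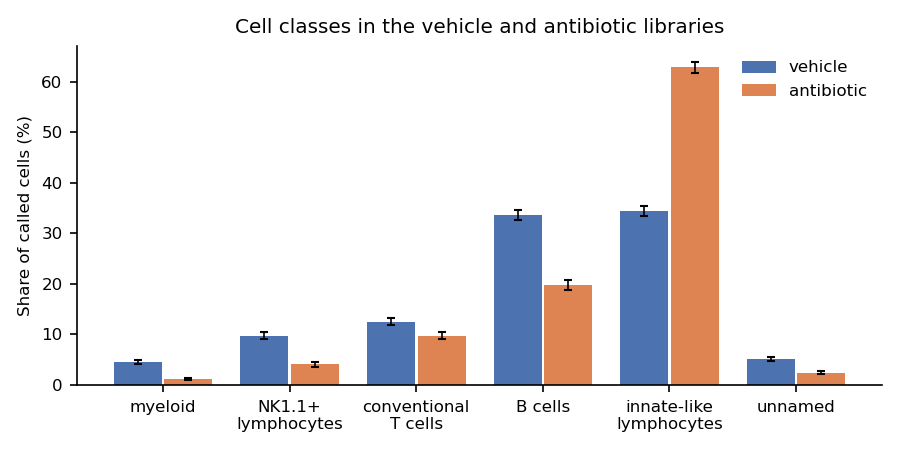
Share of called cells (percent) in each class for the vehicle and antibiotic libraries, with 95% Clopper-Pearson intervals for counting error. Innate-like lymphocytes take 34.4% of vehicle cells and 62.8% of antibiotic cells, and the shares of the other 4 classes are lower in the antibiotic library.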

Flow cytometry analysis confirmed a sharp decrease in the frequency of myeloid cells in antibiotic-treated mice, including a reduction in F4/80^–^CD11b^+^, F4/80^+^CD11b^–^, and F4/80^+^CD11b^+^ macrophages and CD11b^–^CD11c^+^MHC II^+^ dendritic cells (Figure 8, B–E). These differences were less pronounced in germ-free mice (Supplemental Figure 6D). Besides depleting these antigen-presenting cell (APC) subsets, oral antibiotic treatment downregulated the expression of MHC II, CD48, CD80, and CD86 (Figure 8, F–H). Of note, most of these changes were not conspicuous in splenic APCs (Supplemental Figure 6, E–G). Similarly, the diminished activation of liver APCs after antibiotic treatment was distinct from the changes seen in intestinal APCs with antibiotic administration (Supplemental Figure 6, H and I). 

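Genes of antigen presentation on MHC class I were lower in myeloid cells of the antibiotic library. Of 22 such genes, 21 were lower and 1 was higher, with a median log2 ratio of −0.26 (percentile 0.10). *B2m*, the light chain of every class I molecule (ENSMUSG00000060802, GRCm38 chromosome 2, 122147686 to 122153083), stood at 6084 CPM in vehicle and 4233 CPM in antibiotic cells, a ratio of 0.696 (0.666 to 0.727). The class I heavy chain H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) stood at 1538 and 1027 CPM (ratio 0.668, 0.610 to 0.731), and H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) at 3495 and 2908 CPM (ratio 0.832, 0.788 to 0.878). For MHC class II genes, the median by cell type was −0.27 in plasmacytoid dendritic cells, −0.35 in monocytes and −1.56 in patrolling monocytes (32 and 6 cells). It was 0.05 in cDC1 and 0.53 in Kupffer cells (33 and 4 cells). In the whole class these genes went both ways, with 6 of 13 higher, 7 lower and a median of −0.05 (percentile 39.8). The invariant chain *Cd74* was lower (10854 and 9889 CPM; ratio 0.911, 0.885 to 0.938), as was *H2-DMa*, which loads peptide onto class II (605 and 528 CPM; ratio 0.873, 0.766 to 0.991), while *H2-Ab1* was higher (3403 and 3987 CPM; ratio 1.17, 1.12 to 1.23) and *H2-Aa* stood at 3156 and 3372 CPM (ratio 1.07, 1.01 to 1.12). The 6 genes drawn in Fig. 8J were all lower, with a median of −0.47 (percentile 0.11). That figure shows select genes of these same libraries, so the 6 genes are not independent evidence of the direction. Of 9 costimulation genes measured, 6 were higher, 0 of them with an interval above 1. The median of the list was 0.33 (−0.48 to 0.48 by counting error; percentile 95.0). *Cd48* was lower, at 348 and 255 CPM (ratio 0.733, 0.608 to 0.878), and was the only gene of the list beyond counting error. Among 26 genes of T cell and general lymphocyte activation, 20 were measured in myeloid cells, 12 higher and 8 lower (median 0.12, percentile 90.3). The antibiotic class holds 83 cells and 541213 UMIs, and markers of hepatocytes (median −2.32, 14 of 15 lower) and endothelium (−1.69, 11 of 11 lower) were also lower in it. *H2-Aa* and *H2-Ab1* turn lower when cells are weighted alike in place of UMIs, at log2 ratios of −0.13 and −0.03.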

Single-cell RNA-Seq analysis confirmed diminished global activation and reduced expression of antigen presentation machinery in liver myeloid cells after antibiotic treatment (Figure 8, I and J). Further, on ingenuity pathway analysis (IPA), diverse gene sets related to immune response and cellular metabolism were downregulated in hepatic myeloid cells after antibiotic treatment, including oxidative phosphorylation, interferon, chemokine, and iNOS signaling (Supplemental Figure 6J). 

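Interferon response genes were lower in antibiotic myeloid cells, with 29 of 44 lower and a median log2 ratio of −0.22 (percentile 0.05). This median was nearer 0 with free RNA subtracted (−0.0764, from an estimate of free RNA that is too high for this class), with doublets removed (−0.0749) and, in a comparison added after the data had been seen, without the subclusters led by markers of other classes (−0.12). *Ifi27l2a*, induced by interferon, stood at 1275 CPM in vehicle and 584 CPM in antibiotic cells (ratio 0.458, 0.407 to 0.514). *Bst2*, a membrane tether of viruses, stood at 2355 and 1796 CPM (ratio 0.763, 0.712 to 0.816). *Ifitm3* stood at 1771 and 1933 CPM (ratio 1.09, 1.02 to 1.17). It turned lower as a mean over cells (log2 ratio −0.0832) and after thinning (−0.0941). Genes of oxidative phosphorylation were slightly lower as a group, with 56 of 76 lower and a median of −0.13 (percentile 0.56). *Atp5e*, a subunit of ATP synthase, stood at 805 and 630 CPM (ratio 0.783, 0.696 to 0.879), and *Cox8a*, of cytochrome c oxidase, at 915 and 789 CPM (ratio 0.862, 0.776 to 0.957). Chemokine signaling genes divided evenly, with 18 higher and 17 lower (median 0.07, percentile 90.9). The small GTPase *Rac2*, on which leukocyte migration depends, stood at 1205 and 961 CPM (ratio 0.797, 0.725 to 0.875). Of 30 iNOS signaling genes measured, 16 were higher and 14 lower (median 0.02, percentile 62.0), among them *Fos* at 323 and 575 CPM (ratio 1.78, 1.55 to 2.03) and *Jun* at 526.5 and 377 CPM (ratio 0.716, 0.615 to 0.831). The lists stand in for the gene sets of IPA, which were not used here. In a comparison chosen after the data had been seen, with plasmacytoid dendritic cells, monocytes and cDC1 weighted alike in both libraries, the medians were −0.59 for interferon, −0.08 for oxidative phosphorylation, −0.11 for chemokine signaling and −0.22 for iNOS signaling.

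**Figure D2:**
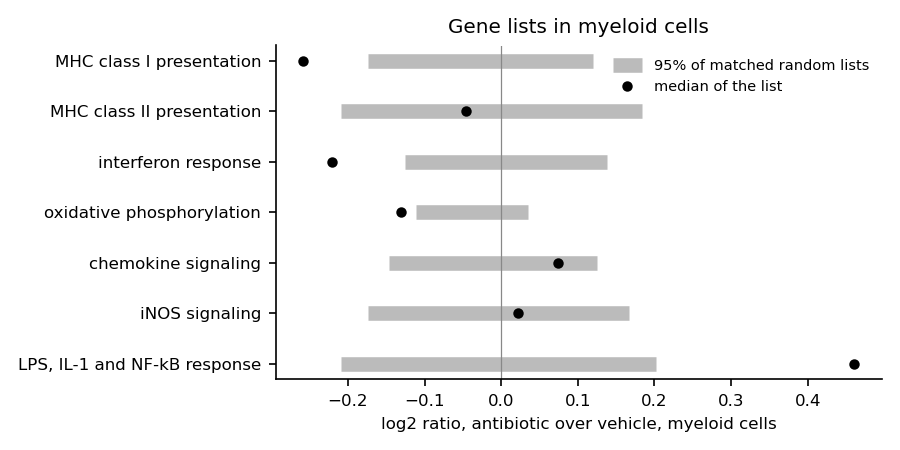
Median log2 ratio of antibiotic over vehicle CPM in myeloid cells for selected gene lists (points), with the central 95% of medians of random lists of equal size and like expression (bars). The MHC class I (−0.26), interferon (−0.22), oxidative phosphorylation (−0.13) and LPS, IL-1 and NF-κB (0.46) lists lie outside the range of their random lists.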

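Of the 10 regulators drawn in Fig. 8K, 9 were measured as transcripts in myeloid cells. In the antibiotic library 6 were higher and 3 lower (median log2 ratio 0.11, percentile 71.8), and Fig. 8K was drawn from these same libraries. *Irf7*, a master switch of type I interferon (ENSMUSG00000025498, GRCm38 chromosome 7, 141262706 to 141266481), stood at 211 CPM in vehicle and 146 CPM in antibiotic cells (ratio 0.690, 0.538 to 0.876). *Irgm1*, an interferon-induced GTPase, stood at 64.2 and 88.7 CPM (ratio 1.38, 0.979 to 1.92) and the inflammatory cytokine *Il1b* at 54.7 and 55.4 CPM (ratio 1.01, 0.658 to 1.51). Transcripts induced by LPS, IL-1 and NF-κB, which report on inflammatory signaling downstream of such regulators, were higher, with 18 of 23 higher and a median of 0.46, above all of its random lists. *Nfkbia*, the inhibitor that NF-κB induces, stood at 246 and 371 CPM (ratio 1.51, 1.28 to 1.78), with a log2 ratio of 0.12 after thinning against 0.60. Its UMIs lay to 46.8% in 6 of 83 antibiotic cells and to 19.1% in 6 of 409 vehicle cells, shares that differ with cell number alone. The survival gene *Bcl2a1d* stood at 107 and 192 CPM (ratio 1.80, 1.42 to 2.27). By cell type this list had medians of 0.38 in plasmacytoid dendritic cells, 0.40 in monocytes, 0.01 in cDC1 and 0.68 in Kupffer cells (33 and 4 cells). Immediate early and dissociation stress genes were also higher as a group in myeloid cells, with 15 higher and 10 lower (median 0.13, percentile 98.5). Targets of IL-4 divided 8 higher and 7 lower (median 0.07, percentile 69.8). A regulator's transcript does not measure its activity, which IPA infers from target genes.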

Examination of upstream regulators confirmed reduced inflammatory signaling in liver myeloid cells after antibiotic treatment (Figure 8K).

Based on these observations, we postulated that hepatic APCs from antibiotic-treated mice would have impaired ability to initiate adaptive immune responses. Accordingly, immunization of naive mice with OVA-pulsed hepatic CD11b^+^ macrophages that were harvested from antibiotic-treated donor mice induced fewer and less activated H-2kb-OVA peptide (SIINFEKL)-dextramer^+^ CTLs compared with immunization with antigen-loaded liver macrophages from control mice (Figure 8, L and M). Likewise, immunization with α-galactosylceramide–pulsed (α-GalCer–pulsed) hepatic macrophages from antibiotic-treated mice induced fewer CD1d-restricted invariant NKT (iNKT) cells compared with controls (Figure 8N). In aggregate, these data indicate that antibiotic treatment diminishes ability of hepatic APCs to activate both conventional T cells and iNKT cells via antigen presentation. Consistent with impaired antigen presentation, hepatic conventional T cells in antibiotic-treated mice exhibited higher expression of the naive T cell markers *Bcl2* and *Il7r* (Supplemental Figure 6K). Nevertheless, single-cell RNA-Seq analysis revealed similar global expression patterns in hepatic conventional T cells in antibiotic-treated and control mice (Supplemental Figure 6, L and M). 

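*Bcl2*, which protects naive and memory T cells from apoptosis (ENSMUSG00000057329, GRCm38 chromosome 1, 106538178 to 106714274), stood at 347 CPM in vehicle and 606 CPM in antibiotic conventional T cells, a ratio of 1.75 (1.63 to 1.87). *Il7r*, the α chain of the receptor for the survival cytokine IL-7 (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176), stood at 368 and 653 CPM, a ratio of 1.77 (1.66 to 1.90). After thinning, *Bcl2* was seen in 33.8% and 52.3% of conventional T cells (57.1% and 72.3% unthinned) and *Il7r* in 37.5% and 56.1% (60.8% and 78.7% unthinned). B cells, which should lack *Il7r* at maturity, showed it in 0.530% and 2.11% (0.928% and 3.34% unthinned). Median depth was 3775 and 3505 UMIs in conventional T cells and 2503 and 2121 in B cells, with 6 T cells and 34 B cells too shallow to thin. Of 14 naive T cell genes, *Bcl2* and *Il7r* among them, 8 were higher and 6 lower (median 0.11, percentile 98.8), 7 of them with an interval above 1 and 2 with an interval below 1, with the lymph node homing receptor *Ccr7* at 317 and 348 CPM (ratio 1.096, 1.01 to 1.19) and the transcription factor *Lef1* at 455 and 447 CPM (ratio 0.984, 0.915 to 1.06). *Bcl2* was also higher in NK1.1+ lymphocytes (479 and 681 CPM), B cells (177 and 234 CPM) and innate-like lymphocytes (402 and 579 CPM), where it turned lower at a mitochondrial limit of 5% (log2 ratio −0.13). *Il7r* was higher by larger ratios than in conventional T cells in NK1.1+ lymphocytes, at 52.5 and 161 CPM (ratio 3.07, 2.44 to 3.86). The same held in innate-like lymphocytes, at 118 and 342 CPM (ratio 2.90, 2.74 to 3.07), so neither rise is particular to conventional T cells. *Il7r* helps to lead cluster 18 (89 vehicle and 2244 antibiotic cells) and a subcluster of NK1.1+ lymphocytes (20 and 102 cells). Its ratios in these classes thus depend on where the cells of each library lie. Within the T cell clusters, the ratio of *Bcl2* was 0.936 (0.778 to 1.12) in cluster 7, which *Il7r* helps to lead, 2.18 (1.95 to 2.44) in cluster 14 and 1.74 (1.56 to 1.94) in cluster 15, and that of *Il7r* was 1.53, 1.89 and 1.68.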

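In random sets of 25 conventional T cells per library, log2 CPM was taken for genes with at least 50 UMIs. It correlated at a Pearson r of 0.958 across genes, which are not independent replicates. Random parts of the same library, used for the expected values, gave 0.971, which holds differences between cells as well as counting error. The SD of the log2 ratios was 0.45 against 0.38 expected (0.36 to 1.09 over 20 draws of cells). With 300 cells per library the SD was 0.41 against 0.31, or 1.32 times. Genes that did differ included immediate early and dissociation stress genes, of which 24 of 24 were lower in the antibiotic library (median log2 ratio −0.59). The AP-1 subunits *Jun* (327 and 91.6 CPM; ratio 0.280, 0.243 to 0.321) and *Junb* (484 and 267 CPM; ratio 0.551, 0.505 to 0.600) were among them. Of 43 interferon response genes, 38 were lower (median −0.35). Higher genes included *Txnip*, an inhibitor of thioredoxin (175 and 333 CPM; ratio 1.90, 1.72 to 2.09), the glucocorticoid-induced *Tsc22d3* (280 and 486 CPM; ratio 1.73, 1.60 to 1.88) and the transcriptional cofactor *Lmo4* (46.3 and 116 CPM; ratio 2.51, 2.10 to 3.00). T cell activation genes divided 12 higher and 13 lower (median −0.15, percentile 0.17), and genes of proliferation 8 and 8 (−0.01, percentile 23.0). Hemoglobin and other erythroid transcripts, whose origin was not tested, were far lower in these T cells of the antibiotic library (median −6.94, 5 of 5 genes), and hepatocyte transcripts were too (−1.37, 7 of 7).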

Akin to our observations in APCs (Supplemental Figure 6, H and I), the antibiotic-associated conventional T cell phenotype in the liver was distinct from that of the gut on the basis of differential changes in the CD8^+^ and CD4^+^FoxP3^+^ T cell populations at each site (Supplemental Figure 6, N and O).

### The microbiome promotes hepatic inflammatory cell recruitment by driving CCL5 signaling in NKT cells.

To investigate the mechanism by which antibiotic treatment reduces the recruitment of hepatic immune cells, we probed our single-cell RNA-Seq data for changes in chemokine expression in the liver upon microbial ablation. *Ccl5* was the most highly expressed chemokine at baseline in nearly all subsets of hepatic leukocytes (Figure 9A). 

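*Ccl5*, a chemoattractant for T cells, NK cells and monocytes (ENSMUSG00000035042, GRCm38 chromosome 11, 83525778 to 83530518), had the highest CPM of the 40 chemokine genes in the files in all 5 classes of the vehicle library, and again in all 5 of the antibiotic library. In vehicle myeloid cells it stood at 697 CPM, just above *Ccl6*, a macrophage chemokine, at 655 CPM. In NK1.1+ lymphocytes the next chemokine was *Xcl1*, the ligand by which NK cells attract cDC1, at 1535 CPM in vehicle and 876 CPM in antibiotic cells (ratio 0.571, 0.528 to 0.616), although *Xcl1* is also among the leading genes of cluster 20. *Xcl1* was next as well in innate-like lymphocytes, at 439 and 207 CPM (ratio 0.472, 0.453 to 0.492). Chemokine transcripts other than *Ccl5* were sparse in conventional T cells and B cells. In the vehicle library *Xcl1* followed in both classes, at 64.7 and 14.6 CPM. In the antibiotic library *Xcl1* followed in conventional T cells, at 21.1 CPM, and *Ccl25* in B cells, at 7.93 CPM. Barcodes with fewer than 50 UMIs, taken as empty droplets, held *Ccl5* at 3799 CPM in the vehicle library and 3535 CPM in the antibiotic library, so free *Ccl5* RNA was abundant in both. The level lies below that of the free RNA in myeloid cells and B cells of both libraries, and in conventional T cells (3276 CPM) and innate-like lymphocytes (3481 CPM) of the vehicle library. At its estimated share of UMIs, free RNA would bring 207 of the 213 CPM in vehicle B cells and 166 of 171 CPM in antibiotic B cells, and more than the level seen in myeloid cells (1326 and 1026 CPM), so the first rank of *Ccl5* in these 2 classes can come from free RNA. In the other 3 classes free RNA would bring 1.49% to 8.88% of the *Ccl5* seen, and *Ccl5* stays first without it.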

Expression of *Ccl5* was highest in NK1.1^+^ lymphocytes and was markedly reduced with antibiotic administration (Figure 9, A and B). 

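*Ccl5* was highest in NK1.1+ lymphocytes in both libraries, at 22693 CPM (22531 to 22856) in vehicle and 21768 CPM (21457 to 22081) in antibiotic cells, a ratio of 0.959 (0.944 to 0.975). Every cell of the class held a *Ccl5* UMI in both libraries, also after thinning. In conventional T cells *Ccl5* stood at 3276 and 4291 CPM (ratio 1.31, 1.28 to 1.34), in innate-like lymphocytes at 3481 and 3819 CPM (ratio 1.097, 1.08 to 1.11), and in myeloid cells the ratio was 1.29 (1.17 to 1.43). The myeloid level lies within what free RNA would bring at its estimated share, which is too high for this class, and without the subclusters led by markers of other classes, left out after the data had been seen, the log2 ratio there was 0.18 against 0.37. In B cells *Ccl5* stood at 213 and 171 CPM (ratio 0.803, 0.730 to 0.882), with 207 and 166 CPM expected from free RNA, and 28.4% and 22.1% of thinned B cells held a UMI (44.5% and 31.4% unthinned), so the values of these 2 classes need not reflect their own expression. Among conventional T cells, *Ccl5* differed by cluster, with ratios of 0.884 (0.848 to 0.922) in cluster 7, 1.16 (0.969 to 1.39) in cluster 14 and 2.06 (2.00 to 2.13) in cluster 15. The counting intervals carry no variation between mice, which 1 library per condition cannot show. Together with the number of NK1.1+ lymphocytes, which made up a smaller share of antibiotic cells, the *Ccl5* UMIs of the class summed to 75256 in the vehicle library and 18783 in the antibiotic library. From the expression of chemokines and cytokines in these leukocytes, the paper proposes that NK1.1+ cells recruit hepatic leukocytes through CCL5 in animals with an intact microbiome.

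**Figure D3:**
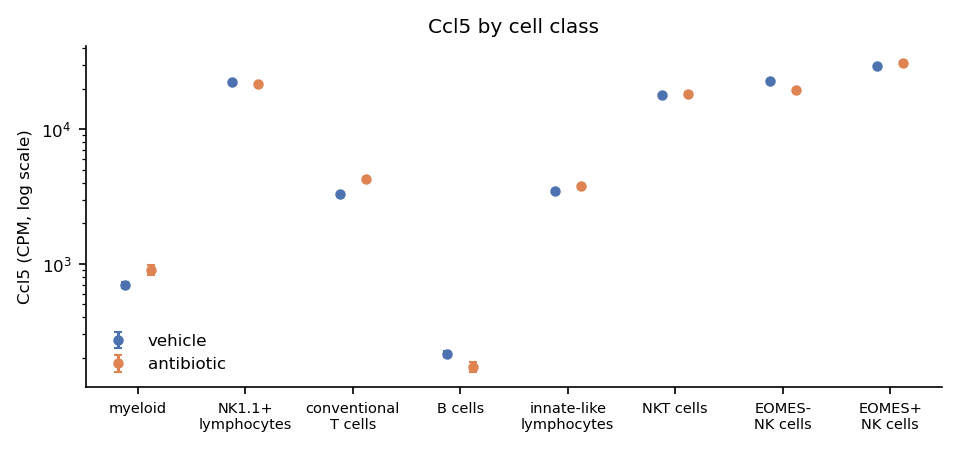
*Ccl5* expression (CPM) in each class of leukocytes and in subsets of NK1.1+ lymphocytes in the vehicle and antibiotic libraries, on a log scale with exact Poisson intervals for counting error. Of the 5 classes, NK1.1+ lymphocytes stand highest, at 22693 CPM in vehicle and 21768 CPM in antibiotic cells.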

Upstream analysis confirmed that antibiotic administration reduced signaling via CCL5 and its receptors CCR1 and CCR5 in hepatic NK.1.1^+^ cells (Supplemental Figure 7A). 

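In NK1.1+ lymphocytes, *Ccr1*, a receptor for CCL5 (ENSMUSG00000025804, GRCm38 chromosome 9, 123962124 to 123968692), had 0 UMIs in 879 vehicle cells and 1 UMI in 291 antibiotic cells, so a difference was not detectable at this depth. The chemokines *Ccl3* and *Ccl4* stood at 232 and 234 CPM (ratio 1.01, 0.860 to 1.18) and at 517 and 461 CPM (ratio 0.891, 0.797 to 0.995) in the class. In myeloid cells, which respond to CCL5, *Ccr1* stood at 21.4 and 44.3 CPM (ratio 2.07, 1.22 to 3.42). These values are levels of a receptor and of ligands, and the target genes from which IPA infers signaling were not analysed here.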

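In NK1.1+ lymphocytes, 3 of 16 nonchemokine cytokine genes with at least 30 UMIs had a ratio of antibiotic over vehicle CPM above 1.5 or below its inverse, and the median log2 ratio over 22 measured genes was −0.01 (percentile 32.0). The corresponding counts were 5 of 17 genes in conventional T cells (median −0.22, percentile 0.24), 7 of 15 in B cells (median 0.12, percentile 65.9), 5 of 22 in innate-like lymphocytes (median −0.23, percentile 0.77) and 4 of 15 in myeloid cells (median 0.27, percentile 98.8). *Ltb*, lymphotoxin β, which organizes lymphoid tissue, was the highest of these genes in the lymphocyte classes. It stood at 711 and 673 CPM in NK1.1+ lymphocytes (ratio 0.947, 0.863 to 1.04) and at 990 and 827 CPM in conventional T cells (ratio 0.836, 0.794 to 0.880). *Ifng*, the type II interferon, stood at 97.4 and 90.4 CPM in NK1.1+ lymphocytes (ratio 0.928, 0.715 to 1.19). *Tgfb1*, a regulatory cytokine, was the highest in myeloid cells, at 406 and 377 CPM (ratio 0.927, 0.794 to 1.08). By the same measure, chemokines differed in 3 of 7 genes in NK1.1+ lymphocytes, 3 of 7 in conventional T cells, 3 of 7 in B cells, 7 of 9 in innate-like lymphocytes and 11 of 16 in myeloid cells, where the 18 chemokines measured had a median of 0.01.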

Few differences were observed in nonchemokine cytokine expression with antibiotic administration (Supplemental Figure 7B). Based on these data, we postulated that in animals with an intact microbiome, NK1.1^+^ cells recruit hepatic leukocytes via CCL5. Consistent with our hypothesis, *Ccl5^–/–^* mice exhibited a 2-fold reduction in intrahepatic inflammatory cells compared with WT controls (Figure 9C). Similarly, depletion of NK1.1^+^ cells was sufficient to reduce the leukocytic population in the liver (Figure 9, D and E). Of note, livers of *Ccl5^–/–^* mice harbored distinct microbial communities compared with those of WT mice (Supplemental Figure 7, C and D). Subclustering the liver NK1.1^+^ population revealed that NKT cells made up a substantial subset (Figure 10A). 

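Subclusters with CD3 transcripts, named NKT cells, held 26.7% of vehicle NK1.1+ lymphocytes (235 of 879; 23.8 to 29.8) and 17.5% of antibiotic NK1.1+ lymphocytes (51 of 291; 13.3 to 22.4), a ratio of 0.656 (0.474 to 0.891). EOMES- NK cells held 37.5% and 52.2% (ratio 1.39, 1.14 to 1.69), EOMES+ NK cells 32.2% and 27.8%, and NKB cells 1.59% (14 cells) and 0.687% (2 cells). *Cd3e*, a chain of CD3, was seen in 54.0% and 52.9% of thinned NKT cells (91.9% and 82.4% unthinned), against 2.62% and 3.13% of B cells (4.57% and 4.62% unthinned). *Trac* was seen in 38.7% and 51.0% of thinned NKT cells (61.3% and 68.6% unthinned) and *Trdc* in 42.6% and 41.2% (49.8% and 45.1% unthinned), so the NKT subclusters hold γδT cells beside αβ cells. *Eomes*, the factor that sets conventional NK cells apart, was seen in 27.9% and 32.5% of thinned EOMES+ NK cells (45.2% and 42.0% unthinned) and in 0 of 330 and 1 in 151 thinned EOMES- NK cells (0.606% and 1.97% unthinned). Median depth was 3897 and 3226 UMIs in NKT cells and 2707 and 2153 in EOMES+ NK cells, with 0 and 0 NKT cells and 0 and 4 EOMES+ NK cells too shallow to thin. Of the NKT subclusters, 1 (74 and 18 cells) consisted of 53.3% doublets with 2.05 times the UMIs of other NK1.1+ lymphocytes, and the other (161 and 33 cells) of 2.06% doublets. With doublets removed before clustering, NKT cells were 4.40% and 6.48% of the class, a log2 ratio of 0.56 (−0.42 to 1.49), in a setting where a cluster led by *Trdc* (6.81% and 4.51% of cells) lost the NK1.1+ name. At a resolution of 2 they were 22.7% and 37.6%, higher in the antibiotic library. The lower share was not beyond counting error at 500 UMIs (28.2% and 26.6%; log2 ratio −0.0826, −0.45 to 0.27). Nor was it at a resolution of 0.5 (−0.30, −0.71 to 0.09). It stayed lower beyond counting error at 1500 UMIs (−0.47) and at a mitochondrial limit of 5% (−0.48).

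**Figure D4:**
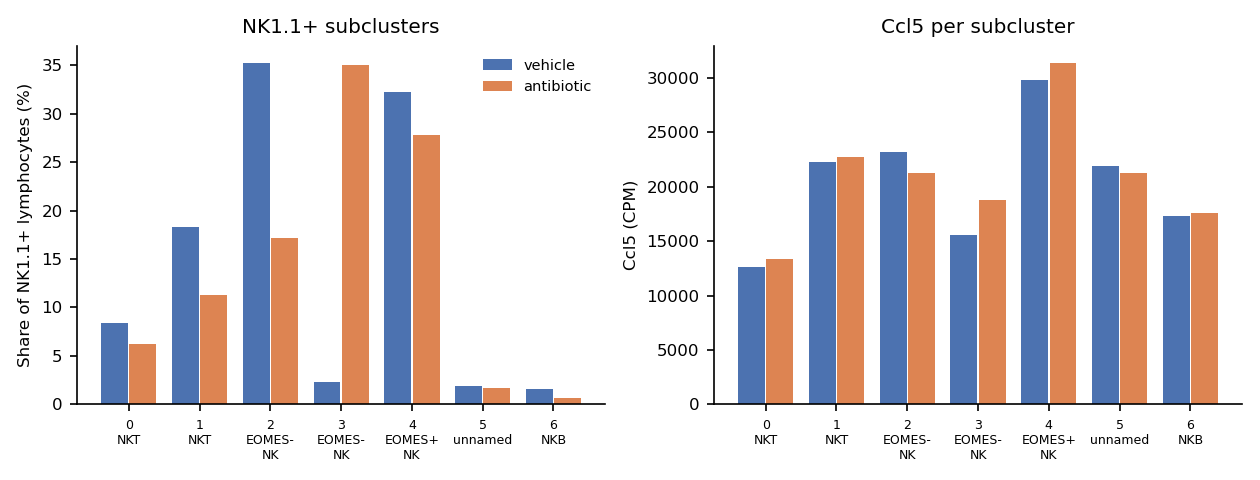
Cells of each NK1.1+ subcluster as a share of NK1.1+ lymphocytes (percent) in the vehicle and antibiotic libraries (left) and *Ccl5* expression in CPM per subcluster (right). The NKT subclusters hold 26.7% of vehicle and 17.5% of antibiotic NK1.1+ lymphocytes.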

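In the hepatic NK1.1+ subclusters named NKT cells, which hold γδT cells and doublets and only 3 and 2 *Trav11* UMIs, *Ccl5* stood at 17904 CPM in the vehicle library (17660 to 18151; 235 cells) and 18236 CPM in the antibiotic library (17662 to 18823; 51 cells), a ratio of 1.02 (0.984 to 1.05). In EOMES- NK cells it stood at 22709 and 19586 CPM (ratio 0.863, 0.842 to 0.884). In EOMES+ NK cells it stood at 29784 and 31401 CPM (ratio 1.05, 1.02 to 1.09). The direction in EOMES+ NK cells turned with TMM factors (log2 ratio −0.0842) and with thinned cells (−0.0304). The NKT subcluster led by *Cd8a*, *Trdc* and *Cd3e* stood at 22283 and 22697 CPM (ratio 1.02, 0.976 to 1.06), and the NKT subcluster rich in doublets at 12653 and 13354 CPM (ratio 1.06, 0.994 to 1.12). When doublets were left out of the NKT cells as named, 185 vehicle and 48 antibiotic cells stood at 20524 and 18901 CPM (ratio 0.921, 0.888 to 0.955), while the ratios within the subclusters were 1.01 and 0.994. Doublets were 62.2% of the vehicle and 16.7% of the antibiotic cells of the subcluster with the lower level. With doublets removed before clustering, the log2 ratio of *Ccl5* in NKT cells was −0.53, in the few cells still so named. EOMES- NK cells comprised a subcluster of 310 vehicle and 50 antibiotic cells (ratio 0.918, 0.884 to 0.953) and 1 of 20 and 102 cells (ratio 1.20, 1.13 to 1.29; 15600 and 18796 CPM), and the antibiotic cells lay mostly in the latter, which had the lower *Ccl5* of the pair in both libraries.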

Further, NKT cells were the only NK1.1^+^ subpopulation in which *Ccl5* expression was diminished with antibiotic administration, but this decrease was not seen in intestinal NKT cells (Figure 10, B and C, and Supplemental Figure 7E). Further, in contrast with what occurred with conventional T cells (Supplemental Figure 6, L and M), antibiotic administration resulted in global transcriptomic changes in liver NKT cells (Supplemental Figure 7, F and G). 

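The cells named NKT cells, γδT cells and doublets among them, differed between the libraries in genes of several kinds. *Klrb1c*, which encodes NK1.1, stood at 518 CPM in vehicle and 992 CPM in antibiotic cells (ratio 1.91, 1.63 to 2.25). *Lmo4* stood at 26.3 and 100.1 CPM (ratio 3.81, 2.08 to 6.88), and *Serinc3*, a membrane protein, at 185 and 410.1 CPM (ratio 2.22, 1.71 to 2.87). The galectin *Lgals1* stood at 1023 and 453 CPM (ratio 0.443, 0.355 to 0.546), the AP-1 subunit *Fos* at 186 and 66.8 CPM (ratio 0.360, 0.193 to 0.617) and the interferon-induced *Ifi27l2a* at 252 and 47.7 CPM (ratio 0.189, 0.0897 to 0.353). Immediate early and stress genes were lower in 17 of 22 (median log2 ratio −0.47) and interferon response genes in 29 of 36 (median −0.24, percentile 0.16), while cytotoxic effector genes divided 9 higher and 8 lower (median 0.03, percentile 42.7). In sets of 25 cells per library, the SD of log2 ratios over genes was 0.43 (0.39 to 0.49 over draws). This was 1.32 times the 0.33 of random parts of the same library, and r was 0.955 against 0.974. The spread of such parts holds differences between cells as well as counting error. The same measure gave 1.19 times in conventional T cells, 0.92 in B cells, 1.11 in EOMES+ NK cells, 1.68 in EOMES- NK cells and 1.69 in innate-like lymphocytes. A second set of draws, added after the data had been seen, gave 1.33 in NKT cells and 1.22, 1.14, 1.48, 1.56 and 1.64 in the others, so the measure moves with the draw. The range over draws in conventional T cells covers the NKT value, so a difference between the pair of classes was not detectable at this depth. The 51 antibiotic NKT cells hold 209698 UMIs.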

Notably, the hepatic CCL5^hi^ NKT cell subset exhibited higher expression of both IFN-γ and IL-10 compared with CCL5^lo^ NKT cells (Supplemental Figure 7H). We noted that, while some cells in the innate-like lymphocyte cluster expressed *Trav11* (the invariant α-chain expressed in murine iNKT cells), these cells did not express high levels of *Ccl5*; moreover, the NKT cell cluster was readily distinguishable on the basis of numerous effector NK markers (Supplemental Figure 7I). 

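Innate-like lymphocytes held most *Trav11* transcripts (ENSMUSG00000096615, GRCm38 chromosome 14, 53519303 to 53519859), with 391 UMIs in the vehicle and 813 in the antibiotic library (29.2 and 47.7 CPM). After thinning, *Trav11* was seen in 4.33% and 6.27% of these cells (9.48% and 12.8% unthinned), and in 0 of 3018 and 0 of 1374 B cells (0.0331% and 0% unthinned). Their *Ccl5* was far below that of NK1.1+ lymphocytes, at 3375 CPM in vehicle and 3977 CPM in antibiotic cells with a *Trav11* UMI (293 and 572 cells; ratio 1.18, 1.14 to 1.22). It was like that of innate-like cells without one, at 3492 and 3795 CPM (ratio 1.09, 1.07 to 1.101). NKT cells of the NK1.1+ class held only 3 and 2 *Trav11* UMIs, in 0.426% and 0% of thinned cells (1.28% and 3.92% unthinned). They stood apart in effector NK genes. The granule membrane gene *Nkg7* was at 3424 and 2718 CPM in NKT cells and 2073 and 1414 CPM in innate-like lymphocytes, the granzyme *Gzma* at 3784 and 3949 against 46.4 and 17.8 CPM, and the activating receptor *Ncr1* at 324 and 362 against 5.83 and 2.23 CPM. *Gzma* and *Ncr1* also served to name the NK1.1+ class, so their difference is in part given by the names. The tetramer stain of the paper has no counterpart in these libraries.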

Consistent with this, CCL5 was coexpressed with NK1.1 in CD1d-PBS-57 tetramer^+^ iNKT cells (Supplemental Figure 7J).

Broad-spectrum or selective antibiotic treatments each reduced Bacteroidetes abundance in the liver (Figure 5) and diminished microbial production of glycosphingolipids (Figure 6), which are potent CD1d-restricted NKT cell antigens (14). Based on these data, we postulated that activation of hepatic NKT cells by glycosphingolipids drives CCL5 upregulation, promoting liver leukocyte recruitment (Figure 10D). Accordingly, i.p. α-GalCer treatment increased hepatic NKT cell expression of CCL5 and promoted hepatic leukocyte expansion in germ-free mice (Figure 10, E and F). Likewise, in vitro stimulation of hepatic leukocytes with α-GalCer increased CCL5 expression in NKT cells (Figure 10G). Conversely, *CD1d^–/–^* mice, which lack iNKT cells, had fewer hepatic leukocytes and their remaining CD3^+^NK1.1^+^ cell population expressed reduced CCL5 (Figure 10, H and I). Further, consistent with liver-resident Bacteroidetes as drivers of hepatic NKT cell activation, CCL5 expression in NKT cells was increased with *P*. *gingivalis*, but not *D*. *acidovorans*, repopulation (Figure 10J). Collectively, these data suggest that bacterial-derived glycosphingolipid antigens drive CCL5 expression in NKT cells, which potentiate inflammatory cell recruitment to the liver.

Based on TCR sequencing, regardless of treatment, approximately 90% of hepatic NKT cells in C57BL/6 mice were iNKT cells as defined by Vβ2 (*Trbv1*), Vβ7 (*Trbv29*), and Vβ8 (*Trbv13-1*, *Trbv13-2*, *Trbv13-3*) utilization, with Vβ8 the most highly represented (Supplemental Figure 8A). Likewise, nearly all Vβ2^+^, Vβ7^+^, and Vβ8^+^ NKT cells were CD1d-PBS-57 tetramer^+^ (Supplemental Figure 8B). To further characterize the impact of the microbiome on iNKT cell programming, we examined the phenotype of liver iNKT subpopulations after antibiotic treatment. Both the Vβ2^+^ and Vβ8^+^ subsets reduced expression of CCL5 after broad-spectrum antibiotic administration (Supplemental Figure 8C). Further, TCR sequencing indicated that antibiotic administration decreased NKT cell clonal expansion and increased evenness (Supplemental Figure 8D). Taken together, these data suggest that the microbiome governs the hepatic NKT cell phenotype.

### The CD48/CD244 myeloid cell/NKT cell axis drives CCL5 expression.

CD244 is a costimulatory receptor on NKT cells whose ligation by CD48 upon glycosphingolipid presentation by APC accentuates NKT activation (15). We noted that antibiotic administration led to decreased expression of CD244 in hepatic NKT cells (Supplemental Figure 8, E and F). Antibiotic therapy also diminished CD48 expression in diverse liver APC populations (Figure 8, F–H). The CD1d^+^CD48^+^ liver APC subsets were particularly scarce after antibiotic administration (Supplemental Figure 8G). Based on these observations, we postulated that the CD48/CD244 axis between APC and NKT cells potentiates the microbial-dependent upregulation of CCL5 (Figure 10D). Accordingly, CCL5 expression was higher in CD244^+^ NKT cells compared with CD244^–^ NKT cells (Supplemental Figure 8H). Likewise, glycosphingolipids upregulated hepatic NKT cell expression of CD244 in vitro, whereas *Cd1d^–/–^* hepatic NKT cells expressed less CD244 compared with WT (Supplemental Figure 8, I and J). Moreover, repopulation with *P*. *gingivalis*, but not *D*. *acidovorans*, resulted in increased hepatic NKT cell expression of CD244 (Supplemental Figure 8K). Consistent with a receptor-ligand interaction, CD48 blockade in vivo resulted in lower NKT cell expression of both CCL5 and CD244 and reduced the hepatic leukocytic population by approximately 50% (Supplemental Figure 8, L–N). Furthermore, CD1d blockade in vivo inhibited CCL5 expression in CD244^+^, but not CD244^–^, hepatic NKT cells (Supplemental Figure 8O). Collectively, these data indicate that the CD48/CD244 axis potentiates NKT cell expression of CCL5 in response to glycosphingolipid antigens.

## Discussion

The balance between intrahepatic immunity and tolerance is critical to physiologic homeostasis. This is particularly important in the liver, as the portal circulation provides constant exposure to dietary and environmental antigens. Hyperimmunity in the liver is pathogenic in diverse inflammatory and metabolic diseases (16). Conversely, hepatic immune anergy predisposes to infection and primary and metastatic cancer growth (5). We established the presence of bacterial communities within human and murine liver tissues, revealed the dynamic nature of these communities in health and disease, and elucidated their role in leukocyte recruitment and activation. Whereas Proteobacteria are expanded in the liver relative to gut in both mice and humans, we demonstrate that a Bacteroidetes/NKT cell/CCL5 axis is critical for hepatic immune cell expansion and maturation, as glycosphingolipid-producing Bacteroidetes supply CD1d-restricted antigens that drive NKT cell activation and CCL5 expression. Indeed, we found that hepatic NKT cell production of CCL5 and consequent immune cell recruitment to the liver was induced by repopulation of antibiotic-treated mice with a Bacteroidetes species or by introducing the glycosphingolipid α-GalCer into germ-free mice. Moreover, antibiotic treatment not only reduced the overall abundance of microbial-derived glycosphingolipids for NKT activation, but also limited the effectiveness of liver APCs in presenting these and other antigens to adaptive immune cells. The centrality of NKT cells in maintaining hepatic immune competence is consistent with their fundamental role in regulating tumor immunity in the liver, alcoholic and fatty liver diseases, ischemia-reperfusion injury, and autoimmune liver disease (17–22). NKT cells have also previously been shown to regulate APC recruitment to the spleen via CCL5 signaling (23). 

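*Cxcr6*, the receptor that keeps NKT cells patrolling liver sinusoids (ENSMUSG00000048521, GRCm38 chromosome 9, 123806475 to 123811760), stood at 1223 CPM in vehicle and 918 CPM in antibiotic innate-like cells with a *Trav11* UMI. The whole innate-like class, which *Cxcr6* helped to name and whose cluster 0 it helps to lead, stood at 1225 and 894 CPM. NKT cells of the NK1.1+ class had less, at 701 and 720.1 CPM (ratio 1.03, 0.857 to 1.22), EOMES- NK cells 562 and 621 CPM (ratio 1.104, 0.957 to 1.27) and EOMES+ NK cells 23.8 and 27.4 CPM (ratio 1.15, 0.338 to 3.17). *Klrb1c*, among the leading genes of clusters 17 and 18, stood at 350.0 and 618 CPM in innate-like lymphocytes, below its level in the NK1.1+ class, 854 and 1241 CPM.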

Here, we found that elevated CCL5 expression was characteristic of hepatic NK1.1^+^ NKT cells, which coexpressed other effector NK markers, but not other *Trav11-*expressing lymphocytes, which likely represent immature NKT cells on the basis of their high *Cxcr6* expression (24). Since expression of *Trav11* is not exclusive to mature NKT cells, and the non-iNKT subset do not express *Trav11*, there is no monoclonal antibody that specifically depletes all NKT cells. Of note, high *CCL5* is also a cluster-defining characteristic of human hepatic NKT cells (25). Moreover, while innate lymphoid populations are abundant in both the liver and the gut, we found that antibiotic treatment decreased CCL5 expression in hepatic, but not gut, NKT cells. We found CCL5 expression in NK1.1^+^ cells, other than NKT cells, suggesting that the axis we describe is not the sole route of CCL5-mediated liver immune-cell recruitment. Notably, the liver microbiome in *Ccl5^–/–^* mice was significantly different from that in WT, suggesting that immune surveillance plays a role in the selection of the liver microbiome, as has previously been shown in the context of mice with impaired innate immunity (26). Importantly, whereas the abundance of Bacteroidetes was increased in the livers of CCL5-deficient mice, the number of immune cells was decreased, consistent with our hypothesis that Bacteroidetes-mediated hepatic immune cell recruitment is CCL5 dependent.

Hepatic abundance of Bacteroidetes was markedly diminished with antibiotic administration, resulting in depletion of liver leukocytes. Likewise, the ability of hepatic APCs to mature and present antigen, including oligopeptides, to conventional T cells or glycosphingolipids to iNKT cells was disrupted by antibiotic administration. Interestingly, the total hepatic bacterial abundance did not change with broad-spectrum antibiotic treatment, which may be related to the increased gut permeability observed with antibiotic treatment (26). The surprising observation that single-agent antibiotic treatment, including with vancomycin, depletes the intrahepatic Bacteroidetes population, may provide insight into the complex mechanisms by which the liver microbiome is selected and may parallel the similar effect of vancomycin on the human and mouse gut microbiome (27–29) either via direct action on Bacteroidetes species, which may be sensitized to vancomycin in vivo due to outer membrane perturbation (30), or by depleting other key microbes. It is plausible that microbial bile acid metabolism, which affects the gut microbiome, has even greater influence on the liver microbiome (31). High levels of secondary bile acids (SBAs) have been shown to promote Bacteroidetes expansion in the gut (32). Conversely, Firmicutes, which are directly targeted by vancomycin, expand in the presence of primary bile acids (PBAs) and drive the 7α-dehydroxylation of PBA to SBA. Whereas depletion of Firmicutes with vancomycin increases PBA (33), FMT can restore SBA production, favoring the restoration of Bacteroidetes in the gut. Hence, to survive in a bile acid–rich environment, Gram-negative Bacteroidetes require the presence of Gram-positive Firmicutes. Additional cooperative and competitive interactions between members of these phyla in the gut have been reported (34). Moreover, given the importance of niche specialization in microbial colonization, it is likely that host-microbe and microbe-microbe interactions shape the liver microbiome in ways that are unique to the hepatic milieu to ensure ecosystem stability. Of note, our PICRUSt analysis was predictive of microbial metabolite changes in the liver, but we did not perform direct metabolomic analyses to precisely characterize these changes. Commensal bacteria in phylum Bacteroidetes are known to produce glycosphingolipids, including CD1d-restricted NKT cell antigens (10, 11, 35). Future work can build on our findings by characterizing the metabolic products of intrahepatic microbes and precisely identifying the Bacteroidetes-derived glycosphingolipids presented to NKT cells in the liver.

The advent of highly sensitive methods of bacterial detection has enabled the characterization of microbiota at sites previously considered sterile (6, 36). For example, we recently described a bacterial community resident in the pancreas that promotes oncogenesis (6). While microbial contamination is of particular concern in the context of a low biomass environment (37), we have employed multiple complementary methods with stringent controls to confirm the presence of bacteria in the liver, including detection of 16S rRNA by qPCR, sequencing, and FISH; electron microscopy; and bacterial culture. Further, our additional findings that physiologic, pathologic, environmental, and pharmacologic perturbations are associated with consistent alterations in the composition of liver microbial communities strongly suggest that these changes reflect real biological phenomena rather than random contamination. Previous evaluation of sampling methods to evaluate murine lung, another low biomass organ, for microbial communities found that whole-tissue sequencing, as we performed in liver, was the superior approach for distinguishing biological signal from contamination (38). Although translocation of specific microbes to the liver has been described in the context of hepatic disease (39–42), as has uptake of blood-borne bacteria by Kupffer cells (43) and *P*. *gingivalis* translocation from the oral cavity to the liver in the setting of periodontal disease (7), a holistic liver microbial community — in the absence of hepatic insult or obstructive cholangiopathy — has not previously been characterized. We noted that microbiota selectively populate the liver in germ-free mice after FMT. The highly selective nature of this process is evident based on the distinct identities of gut versus liver and central versus peripheral hepatic microbial communities, with progressively decreasing richness and evenness over greater anatomic distances from the gut. This is consistent with the branched segmental distribution of the biliary tree and its interstitium and of the portal venous circulation, which communicate between the gut and the liver and represent plausible modes of translocation from the gut to the liver (44). More specifically, there is disproportionate representation of Proteobacteria, and particularly the genus *Delftia*, in the liver microbiome compared with gut. We previously found that these same taxa are also more prevalent in the pancreas than in the gut (6), and here we show that the liver and pancreatic tissue microbiomes cluster closely, perhaps relating to their similar respective tissue host environments. However, the decreased prevalence of Firmicutes in liver compared with gut was not paralleled in the pancreas, which may be a consequence of distinct metabolic or inflammatory niches within each respective organ. The mechanisms of bacterial recruitment and selection within particular organ niches is a rich area for future investigation. Of note, the host may gain evolutionary benefit from limiting Firmicutes colonization of the liver, as SBA, which are produced by Firmicutes, are strongly hepatotoxic (45). However, the broader mechanisms of selection that shape the liver microbiome, which likely include host-immune surveillance and metabolic factors as well as microbial cooperation and competition, require further exploration.

We found that the hepatic microbiome is dynamic. The microbiome in the liver of younger mice, similar to the gut, exhibited a relatively higher prevalence of Bacteroidetes and Firmicutes. In contrast, the liver microbiome of older mice was dominated by Proteobacteria, suggesting that the divergence between the gut and liver microbial communities becomes more prominent with age. Notably, age-related changes in the gut microbiome were not as pronounced as in liver. Gut bacterial dysbiosis has been noted in numerous human liver diseases and in animal models of chronic liver disease (46). Our observation that the liver microbiome changes with acute or chronic hepatic injury raises the possibility that gut microbial derangements may be surrogates for changes in the liver microbiome or that both gut and liver microbes contribute to disease pathogenesis. There are numerous hepatic conditions that are ameliorated with antibiotic therapy, notably hepatocellular carcinoma (47, 48), liver metastases (17, 49), reperfusion injury (50), alcoholic liver disease (51, 52), nonalcoholic steatohepatitis (NASH) (53–56), autoimmune liver disease (57–60), and toxin-induced liver injury (58, 61, 62). Hepatic exposure to microbial metabolites from the intestines has been proposed as a universal mechanism linking dysbiosis to hepatic injury (46), but it is plausible based on our findings that resident liver microbes may also play a role. Of note, high prevalence of Proteobacteria, which include numerous pathogens, is regarded as a marker of dysbiosis in the gut (63), but appears linked to liver homeostasis, as acute or chronic liver injury is associated with decreased prevalence of Proteobacteria in the liver. Our human data were sufficient to confirm the presence of a liver microbiome and the relative enrichment of Proteobacteria compared with what occurred in the gut, but was limited by the number of patients and their diversity of diagnoses and demographics. While we have shown that the liver harbors microbes under normal and pathologic conditions and that these microbes are immunologically significant, their role in the pathogenesis of particular hepatic diseases remains to be explored, particularly via larger prospective trials with appropriately matched cohorts of healthy and diseased human livers. Other questions, such as whether the differences in hepatic immune cell populations between species (e.g., the higher prevalence of NKT cells in mice versus humans) is related to differences in the liver microbiome, will also require larger human data sets. Based on the dynamism of the liver microbiome that we have demonstrated in mice, major differences in hepatic microbial populations are to be expected based on liver or systemic disease, demographic and environmental factors, and dietary intake. We demonstrated the relative stability of orally administered bacteria in the liver compared with the upper gastrointestinal tract over the course of hours to days; the dynamics of the liver microbial community over longer periods of time will require future investigation.

In aggregate, we show that the liver harbors a dynamic microbiome upon which liver immunity is contingent. Further, we establish a pathway linking specific microbial taxa and their metabolites to hepatic immunity. Specifically, we demonstrate that a Bacteroidetes/glycosphingolipid/NKT/CCL5 axis potentiates immune cell recruitment and activation in the liver. This pathway presents an array of therapeutic opportunities for targeting liver microbiota or their downstream effectors in order to modulate a wide variety of liver conditions.

## Methods

### Animals and in vivo models.

C57BL/6, CD45.1, *Ccl5*^–/–^, and *Cd1d*^–/–^ mice were purchased from The Jackson Laboratory. For select experiments, C57BL/6 mice were purchased from Taconic Biosciences. Animals were housed in an SPF barrier vivarium unless otherwise specified and fed standard mouse chow. Germ-free C57BL/6 mice were bred in-house in a gnotobiotic facility. In select experiments, animals were treated i.p. with mAbs targeting NK1.1 (clone PK136), CD48 (clone HM48-1), or CD1d (clone 19G11), 200 μg, all BioXcell or respective isotype controls using regimens we have previously described (64). In other experiments, mice were adoptively transferred with CD45.1 bone marrow cells via retroorbital injection or i.p. with CD11b^+^ cells isolated from liver by positive selection using magnetic beads (Miltenyi Biotec), as we described (65). CD45.2^+^ mice that underwent myeloablation followed by bone marrow reconstitution with CD45.1^+^ donor cells were generated as we described (66). Briefly, animals were irradiated in a SAARP irradiator (Xstrahl Life Sciences) by exposure to 2 fractions of irradiation (5.5 Gy per dose) interspaced by 6 hours, followed by the i.v. transfer of donor bone marrow cells (10^7^ cells) 12 hours after the last dose of radiation. Tissue chimerism was calculated as follows: CD45.1^+^ cells/(CD45.1^+^ cells + CD45.2^+^ cells). To induce hepatic fibrosis, 12-week-old female mice were treated with thrice weekly injections of thioacetamide (TAA) (250 mg/kg; Alfa Aesar for 12 weeks as we previously reported; ref. 67). To induce acute hepatic injury, mice were treated i.p. with 500 μg/g APAP diluted in PBS, as we previously reported (68). To model endotoxemia, mice were injected i.p. with a single dose of LPS, as we previously reported (15 mg/kg; MilliporeSigma) (67). Fecal and tissue specimens were stored in sterile tubes at −80°C until further use.

### Antibiotic treatment and fecal and bacterial transfer experiments.

To ablate the gut microbiome, mice were administered antibiotics in their drinking water for a minimum of 1 week (6). Mouse drinking water was mixed with ampicillin (1 mg/mL; Santa Cruz Biotechnology Inc.), vancomycin (0.5 mg/mL; MilliporeSigma), neomycin (0.5 mg/mL; MilliporeSigma), and metronidazole (1 mg/mL; Santa Cruz Biotechnology Inc.). In select experiments, mice were additionally treated with an oral gavage cocktail containing vancomycin (50 mg/mL; MilliporeSigma), neomycin (10 mg/mL; MilliporeSigma), and metronidazole (100 mg/mL; Santa Cruz Biotechnology Inc.) for 5 days. Control mice were gavaged with PBS. In selective antibiotic experiments, mice received vancomycin only, metronidazole only, or a combination of neomycin and ampicillin at the doses listed above. In fecal transfer experiments, a single mouse fecal pellet was collected and resuspended in 1 mL of PBS, and 200 μL of the fecal slurry was used for orogastric gavage daily for 3 days. Repopulation was confirmed by 16S rRNA-Seq of fecal sample and liver tissues. For bacterial species-specific repopulation experiments, 200 μL of *D*. *acidovorans* (catalog 17438) or *P*. *gingivalis* (catalog 33277, both ATCC; 2 × 10^9^ CFU/mL) with or without fluorescent label (CellTrace Violet, Thermo Fisher) was used to orally gavage mice after gut microbial ablation. Control mice were orally gavaged with PBS.

### Histology and immunohistochemistry.

For histologic analysis, liver specimens were fixed with 10% buffered formalin, dehydrated in ethanol, embedded with paraffin, and stained with H&E or anti-CD45 (catalog ab10558, Abcam), as we previously described (64).

### qPCR.

Total bacterial primers 5′-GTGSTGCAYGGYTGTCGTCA-3′and 5′-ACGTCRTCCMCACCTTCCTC-3′ (69) were used to perform real-time qPCR. The reaction mixture volume was made to a total of 10 μL containing 500 nmol/L of forward and reverse primers, 2× Power SYBR Green Master Mix (Applied Biosystems), and 10 ng sample DNA. The PCR reaction was performed using a Bio-Rad CFX384 real-time system. The reaction cycle was as follows: denaturation at 94°C for 10 minutes, 40 cycles of 94°C for 1 minute, annealing at 60°C for 1 minute, and elongation at 72°C for 90 seconds, followed by a final elongation at 72°C for 5 minutes. The standard curve to calculate bacterial DNA concentration was plotted using *E*. *coli* DNA. To convert Ct values of each sample to total bacterial DNA in the sample, a standard protocol was used (70). The same workflow was used for reagent-only controls.

### FISH.

The EUB338 16S rRNA gene probe labeled with the fluorophore Cy3 (excitation wavelength, 555 nm; emission wavelength, 570 nm; Molecular Probes) was used to detect the bacterial colonization within liver tissues by FISH. In situ hybridization was confirmed using *E*. *coli* (ATCC, catalog PTA-7555) cultured under standard conditions, and fluorescence was compared with the unstained condition. Fluorescence microscopic analysis was conducted with the Nikon Eclipse 90i confocal microscope (Nikon) using a Cy3-labeled probe at 50 pmol/mL, as described (71–73).

### TEM.

Anesthetized mice (C57BL/6) were fixed by cardiac perfusion with freshly prepared solution containing 3% paraformaldehyde in PBS. The liver tissues were dissected, and fixed in 2.5% glutaraldehyde and 2% paraformaldehyde in 0.1M sodium cacodylate buffer (pH 7.2), then post-fixed with 1% osmium tetroxide with 0.8% potassium ferrocyanide in sodium cacodylate buffer for 1.5 hours. The liver tissues were then dehydrated in a graded series of acetone solutions and embedded in EMbed812 epoxy resin (Electron Microscopy Sciences). Ultrathin sections of 70 nm were cut, mounted on copper grids, and stained with uranyl acetate and lead citrate by standard methods. Stained grids were imaged with the Talos120C transmission electron microscope (Thermo Fisher Scientific) using the Gatan OneView digital camera (4K × 4K, Gatan Inc.).

### Human sample collection.

Human liver biopsy specimens were collected in a sterile manner from patients undergoing liver surgery at NYU Grossman School of Medicine. Human fecal samples were collected using rectal swabs. Specimens were stored in sterile TE buffer for 16S sequencing analysis. Patients who had been on antibiotic treatment within the past 3 months or patients who had received neoadjuvant chemotherapy or radiotherapy were excluded. All specimens were stored at −80°C until further use.

### Bacterial DNA extraction and sequencing.

Extraction, quantification, and 16S rRNA-Seq were performed following our routine laboratory procedures (6, 74–76). 16S rRNA library preparation and sequencing were performed using the standard protocol from Illumina (16S metagenomics). 16S rRNA-Seq data are available via the NCBI Sequence Read Archive (SRA PRJNA770739). The GitHub code is available at: https://github.com/mariaasierra/Liver_Microbiome/commits/main (commit ID: 64749b6cd82026cc7099196a9925f6721d6306b6). For details, please refer to Supplemental Methods.

### Statistics.

Data are represented as mean ± SEM. Statistical significance in taxonomic and immune phenotyping studies was determined by Student’s *t* test using GraphPad Prism 8 (GraphPad Software). Simple and multiple linear regression analyses and χ^2^ tests for categorical data were performed using GraphPad Prism 8. *P* < 0.05 was considered significant. Bonferroni’s corrections were performed for analyses of multiple pairwise comparisons.

### Study approval.

Human specimen collection was approved by NYU’s Institutional Review Board and was conducted in accordance with the Declaration of Helsinki, the Belmont Report, and US Common Rule. Donors were deidentified and provided written, informed consent. All animal experiments were approved by the NYU School of Medicine Institutional Animal Care and Use Committee.

## Author contributions

JCL, BP, DS, and GM conceived and planned the experiments. JCL, BP, MMP, SN, CGA, SAAS, MB, IG, LA, YG, AM, MM, ZK, JJP, BH, and AS carried out the experiments. JCL, BP, MMP, SN, CGA, SAAS, MB, IG, LA, YG, MV, ZF, AM, FX, MM, ZK, JJP, and BH contributed to sample preparation. JCL, BP, RC, QL, MMP, SN, MAS, IG, LA, AM, WW, BD, BA, MK, GW, SP, FX, MM, JSP, AS, XL, NDT, DS, and GM contributed to interpretation of the results. JCL, BP, RC, QL, and MAS performed formal analysis. JCL, BP, RC, QL, MAS, SAA, MK, KDM, and FXL contributed to data presentation. FY and ERG carried out the experiments, discussed the results, and commented on the manuscript. All authors discussed the results and commented on the manuscript.

## Supplementary Material

Supplemental data

Supplemental video 1

## Figures and Tables

**Figure 1:**
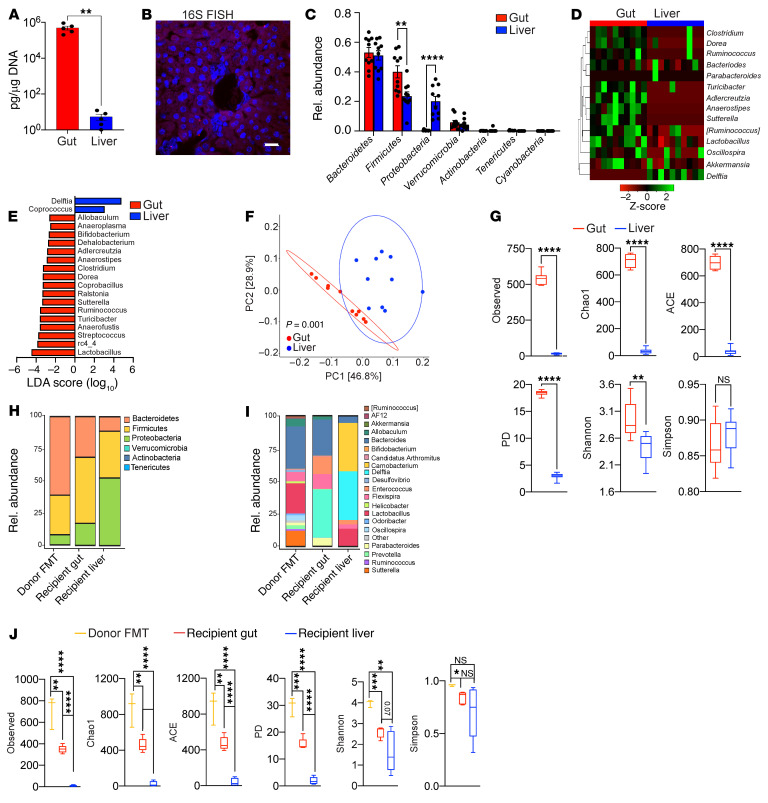
The hepatic microbiome is distinct from that of the gut in mice. (**A**) Bacterial DNA content was measured in gut and liver of 6-week-old female WT mice using qPCR. *n* = 5. **P < 0.01. (**B**) The presence of an intrahepatic microbiome was evaluated by FISH using a 16S probe. Representative images are shown. Scale bar: 20 μm. (**C**) Taxonomic composition of microbiota assigned to the phylum level in the gut and liver based on average percentage of relative (Rel.) abundance determined by 16S rRNA-Seq. *n* = 10. **P < 0.01; ****P < 0.0001. (**D**) Heatmap showing log_2_-transformed relative abundance of the most highly represented bacterial genera in liver and gut. (**E**) Linear discriminant analysis (LEfSe) based on 16S rRNA-Seq identified differentially abundant genera in liver (blue bars) and gut (red bars). (**F**) Weighted PCoA plots based on Bray-Curtis dissimilarity matrix. Each symbol represents a sample from liver (blue) or gut (red). Clusters were determined by pairwise PERMANOVA. The *x* and *y* axes indicate percentage of variation, and ellipses indicate 95% CI. (**G**) The liver and gut microbiomes in 6-week-old female WT mice were analyzed for α-diversity measures including observed OTUs, Chao1, ACE, PD, and Shannon and Simpson indices. **P < 0.01; ****P < 0.0001. (**H**–**J**) Germ-free mice were treated with FMT. Taxonomic composition of microbiota in the donor FMT slurry, recipient liver, and recipient gut were assigned to phylum (**H**) and genus (**I**) levels, and α-diversity measures were determined (**J**) based on 16S rRNA-Seq. *n* = 5. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
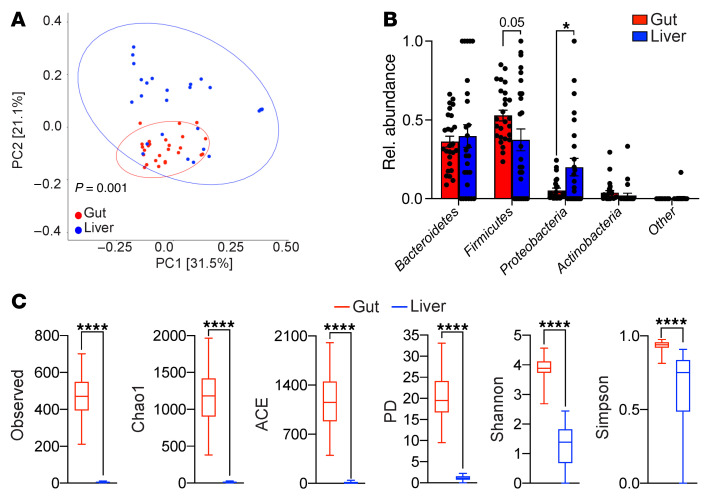
The hepatic microbiome is distinct from that of the gut in humans. (**A**–**C**) Matched liver and fecal specimens from 26 patients were analyzed by 16S rRNA-Seq. Weighted PCoA plots based on the Bray-Curtis dissimilarity matrix (**A**), the taxonomic composition of microbiota assigned to phylum level based on average percentage of relative abundance (**B**), and α-diversity measures (**C**) are shown. *P < 0.05; ****P < 0.0001.

**Figure 3:**
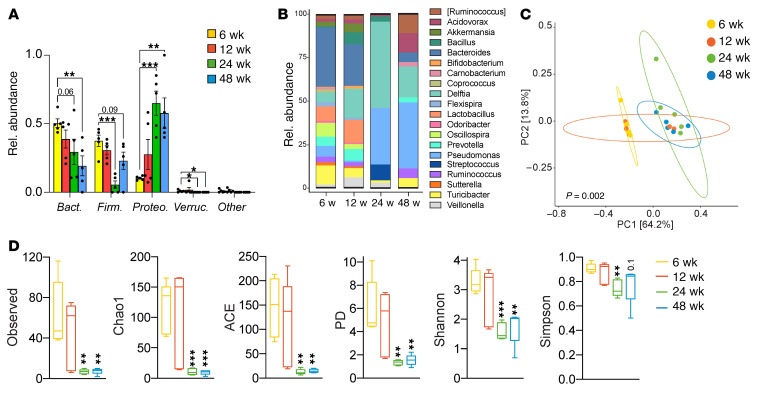
The liver microbiome varies with age. (**A**–**D**) We comparatively analyzed the hepatic microbiome in female mice aged 6, 12, 24, and 48 weeks by 16S rRNA-Seq. Taxonomic composition of microbiota in the liver were assigned to phylum (**A**) and genus (**B**) levels based on average percentage of relative abundance. Weighted PCoA plots from each cohort were based on the Bray-Curtis dissimilarity matrix (**C**), and changes in α-diversity measures compared with 6 weeks (**D**) are shown. *n* = 5/group. *P < 0.05; **P < 0.01; ***P < 0.001. Bact., Bacteroidetes; Firm., Firmicutes; Proteo., Proteobacteria; Verruc., Verrucomicrobia.

**Figure 4:**
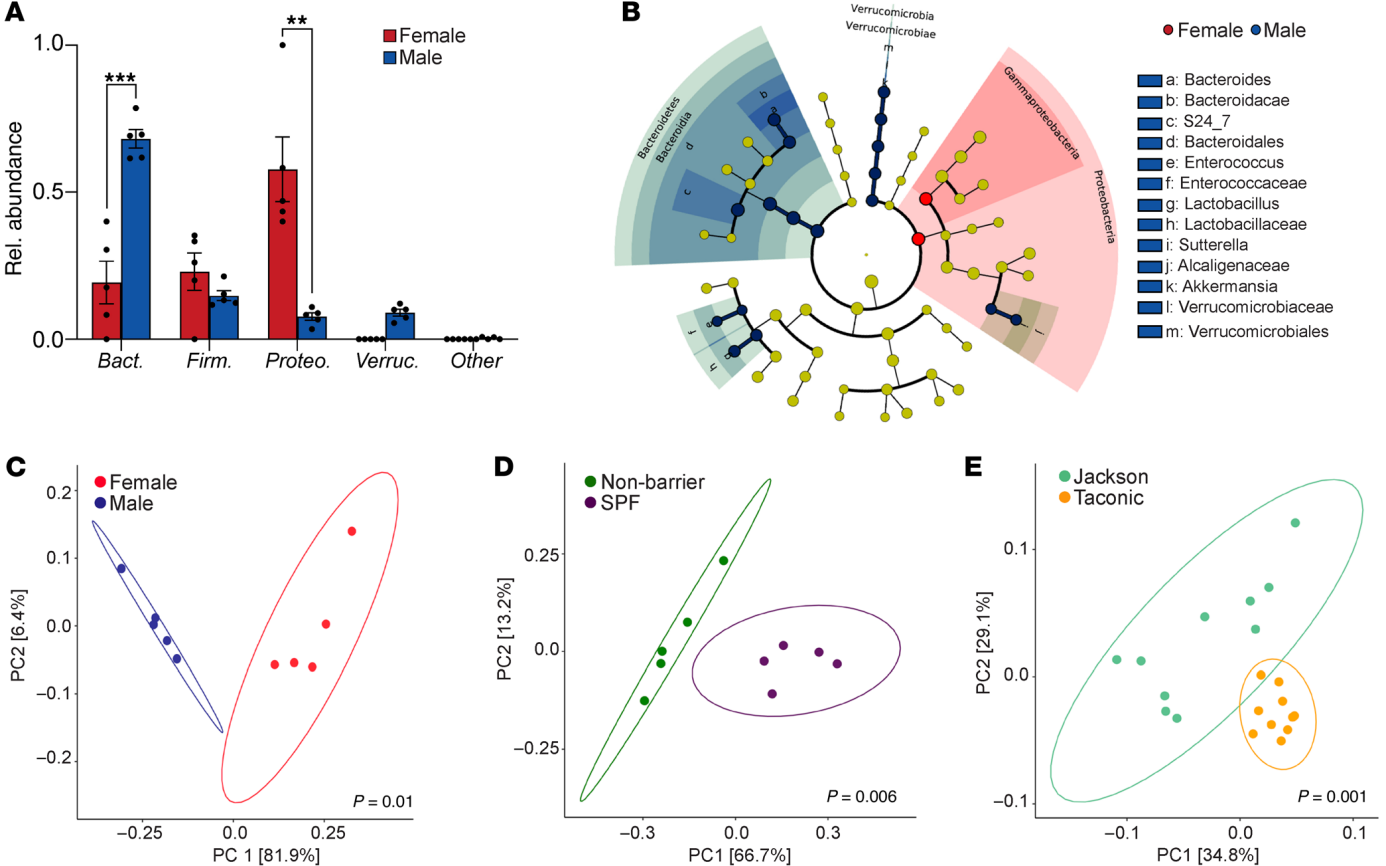
The liver microbiome varies with sex and environment. (**A**–**C**) We comparatively analyzed the hepatic microbiome in 48-week-old male and female mice by 16S rRNA-Seq. Taxonomic composition of microbiota in the liver were assigned to phylum level based on average percentage of relative abundance (**A**). Sex-based differences in the liver microbiome across all taxonomic hierarchies were detected by LEfSe and are shown in a cladogram (**B**). Weighted PCoA plots from each sex-based cohort (**C**). *n* = 5/group. **P < 0.01; ***P < 0.001. (**D**) Weighted PCoA plots of hepatic microbial communities from cohorts of female mice obtained at 6 weeks of age from The Jackson Laboratory and housed for 3 weeks in SPF or nonbarrier vivaria. *n* = 5/group. (**E**) Weighted PCoA plots of hepatic microbial communities from cohorts of 6-week-old female mice obtained from The Jackson Laboratory or Taconic Biosciences. *n* = 10/group.

**Figure 5:**
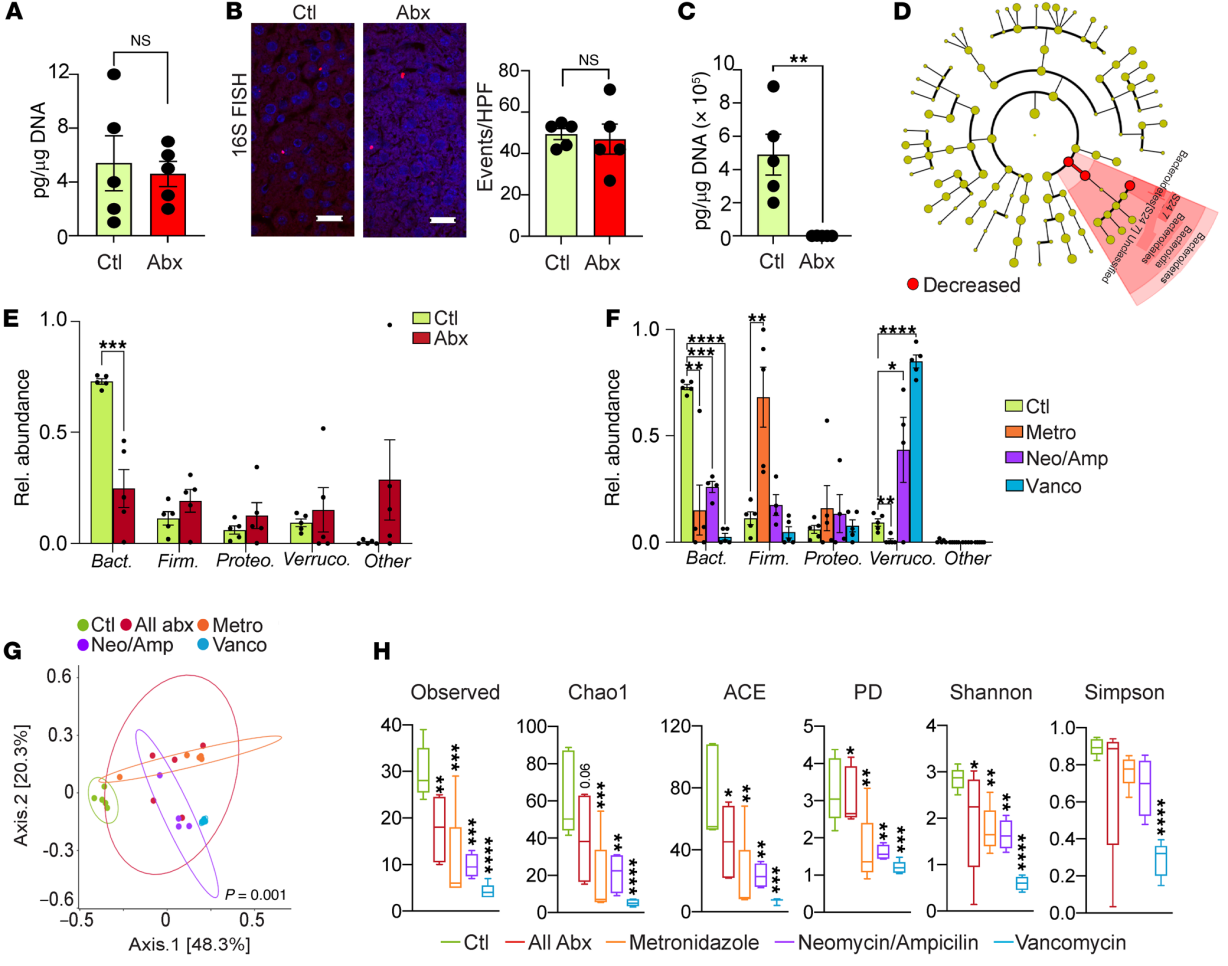
Antibiotic administration selectively modulates the bacterial composition of the liver microbiome. (**A**) Hepatic bacterial DNA content was comparatively analyzed by qPCR in cohorts of 6-week-old female mice treated with broad-spectrum antibiotics or vehicle. *n* = 5/group. (**B**) The intrahepatic microbiome was compared in the liver of mice treated with broad-spectrum antibiotics (Abx) or vehicle (Ctl) by 16S FISH. Representative images and quantitative results are shown. *n* = 5/group. Scale bars: 20 μm. (**C**) Gut bacterial DNA content was comparatively analyzed by qPCR in cohorts of 6-week-old female mice treated with broad-spectrum antibiotics or vehicle. *n* = 5/group. **P < 0.01. (**D**) Cladogram showing changes in abundance of microbes across the entire taxonomic hierarchy in the liver of mice treated with broad-spectrum antibiotics. (**E**) Taxonomic composition of microbiota assigned to phylum level in the liver of mice treated with broad-spectrum antibiotics or vehicle determined by 16S rRNA-Seq. *n* = 5/group. ***P < 0.001. (**F**) Taxonomic composition of microbiota assigned to phylum level in the liver of mice treated with selective antibiotics or vehicle determined by 16S rRNA-Seq. *n* = 5/group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (**G**) Weighted PCoA plots of hepatic microbial communities based on Bray-Curtis dissimilarity matrix. Each symbol represents a sample from the liver microbiome of a mouse treated with broad-spectrum or selective antibiotics or vehicle. Clusters were determined by pairwise PERMANOVA. The *x* and *y* axes indicate percentage of variation, and ellipses indicate 95% CI. (**H**) The liver microbiomes in mice treated with broad-spectrum or selective antibiotics were analyzed for α-diversity measures compared with mice treated with vehicle. *n* = 5/group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
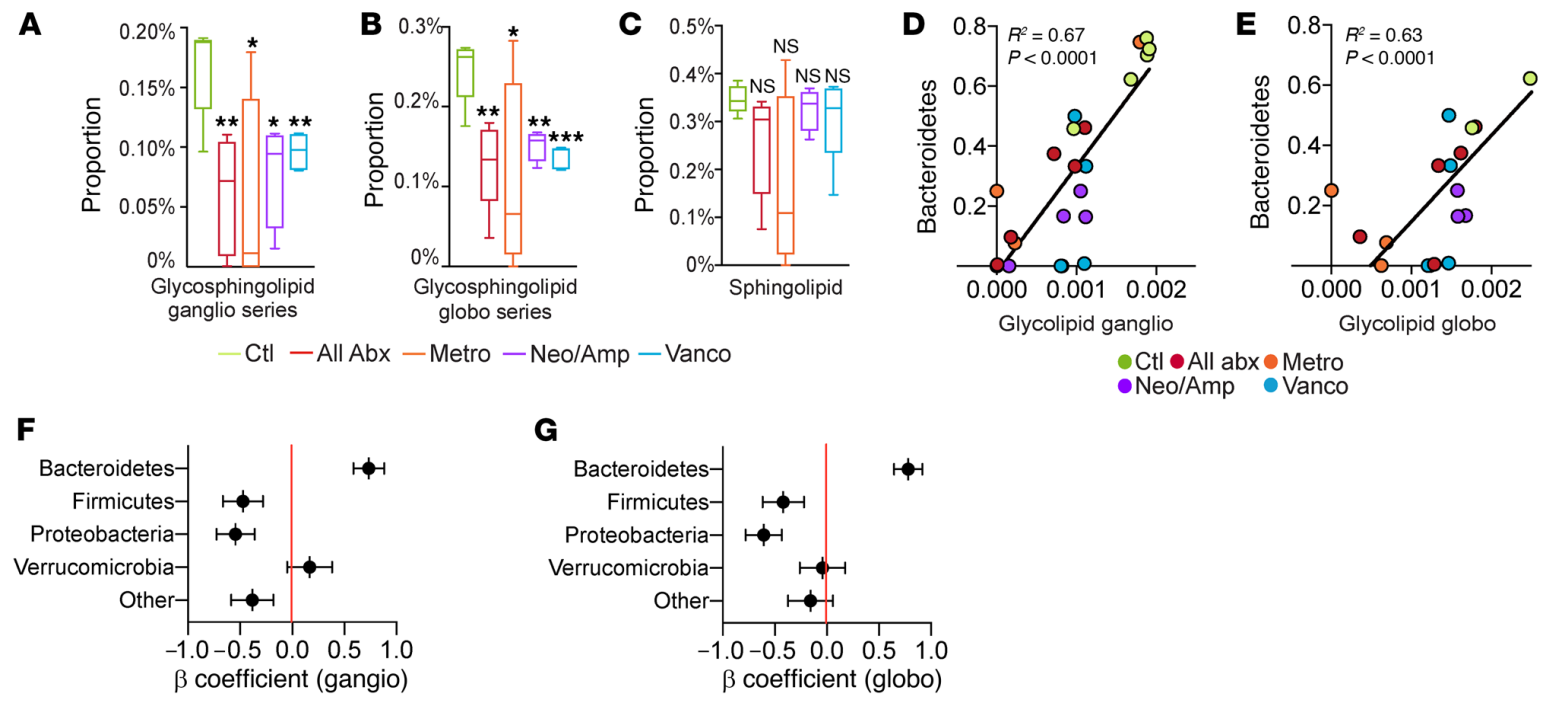
Antibiotic administration alters the glycolipid signature of the liver microbiome. (**A** and **B**) PICRUSt analysis for glycosphingolipid ganglioside (ganglio) (**A**) and globoside (globo) (**B**) biosynthesis pathways in the liver microbiome of mice treated with broad-spectrum or selective antibiotics compared with mice treated with vehicle. *n* = 5/group. *P < 0.05; **P < 0.01; ***P < 0.001. (**C**) PICRUSt analysis for sphingolipid biosynthesis pathways in the liver microbiome of mice treated with broad-spectrum or selective antibiotics compared with mice treated with vehicle. *n* = 5/group. (**D** and **E**) Correlation between glycosphingolipid ganglioside (**D**) and globoside (**E**) biosynthesis and the abundance of Bacteroidetes in the liver microbiome of mice treated with broad-spectrum or selective antibiotics or vehicle. Each colored symbol represents a mouse treated by a specific regimen. (**F** and **G**) Standardized β coefficients for linear regression analysis of the correlation between glycosphingolipid ganglioside (**F**) and globoside (**G**) biosynthesis and the abundance of specific bacterial phyla in the liver of mice treated with broad-spectrum or selective antibiotics or vehicle.

**Figure 7:**
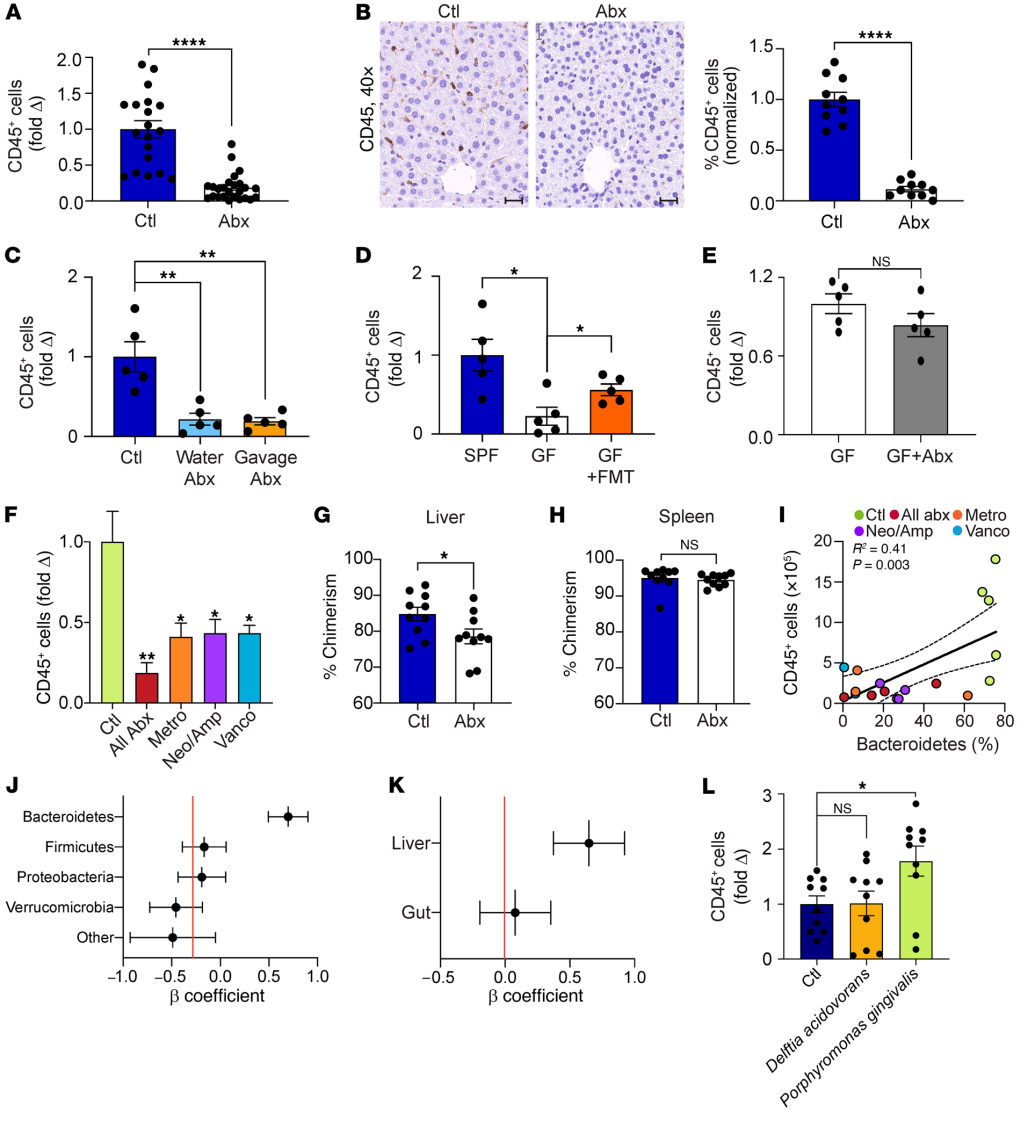
Hepatic immune cell infiltration is contingent on the microbiome. (**A**) Hepatic leukocytes were quantified by flow cytometry in 6-week-old female mice treated with broad-spectrum antibiotics (*n* = 25) or vehicle (*n* = 19).Combined data from 4 experiments are shown. ****P < 0.0001. (**B**) Hepatic leukocytes were quantified as a fraction of nucleated cells by IHC in mice treated with broad-spectrum antibiotics or vehicle. Representative images and quantitative analyses based on 10 HPFs per mouse. *n* = 10/group. ****P < 0.0001. Scale bar = 20µm. (**C**) Hepatic leukocytes were quantified by flow cytometry in control mice or mice treated with broad-spectrum antibiotics added to their drinking water or administered via oral gavage. Data are representative of experiments performed twice. *n* = 5/group. **P < 0.01. (**D**) Hepatic leukocytes in SPF or germ-free (GF) mice that were treated with vehicle or FMT were quantified by flow cytometry. *n* = 5/group. *P < 0.05. (**E**)Hepatic leukocytes in GF mice treated with vehicle or broad-spectrum antibiotics were quantified by flow cytometry . *n* = 5/group. (**F**) Hepatic leukocytes were quantified in mice treated with broad-spectrum or selective antibiotics or vehicle by flow cytometry. Data are representative of experiments performed 3 times. *n* = 5/group. *P < 0.05; **P < 0.01. (**G** and **H**) CD45.2 mice with chimeric CD45.1 bone marrow were treated with oral antibiotics or vehicle starting at week 3. Chimerism in the liver (**G**) and spleen (**H**) was determined at 6 weeks. *n* = 10/group. *P < 0.05. (**I**) Correlation between the number of hepatic immune cells and the abundance of Bacteroidetes in the liver of mice treated with broad-spectrum or selective antibiotics or vehicle. Each colored symbol represents a mouse treated by a specific regimen. (**J**) Standardized β coefficients for simple linear regression analyses of the correlation between the number of hepatic immune cells and the abundance of select phyla in the liver of mice treated with broad-spectrum or selective antibiotics or vehicle. (**K**) Standardized β coefficients for multiple linear regression analysis of the correlation between the number of hepatic immune cells and the abundance of *Bacteroidetes* in the liver and gut of mice treated with broad-spectrum or selective antibiotics or vehicle. (**L**) Six-week-old female mice were treated with broad-spectrum antibiotics and then repopulated with *D*. *acidovorans*, *P*. *gingivalis*, or vehicle by gastric gavage. *n* = 10 mice per group. Hepatic leukocytes were quantified 1 week later by flow cytometry. *P < 0.05.

**Figure 8:**
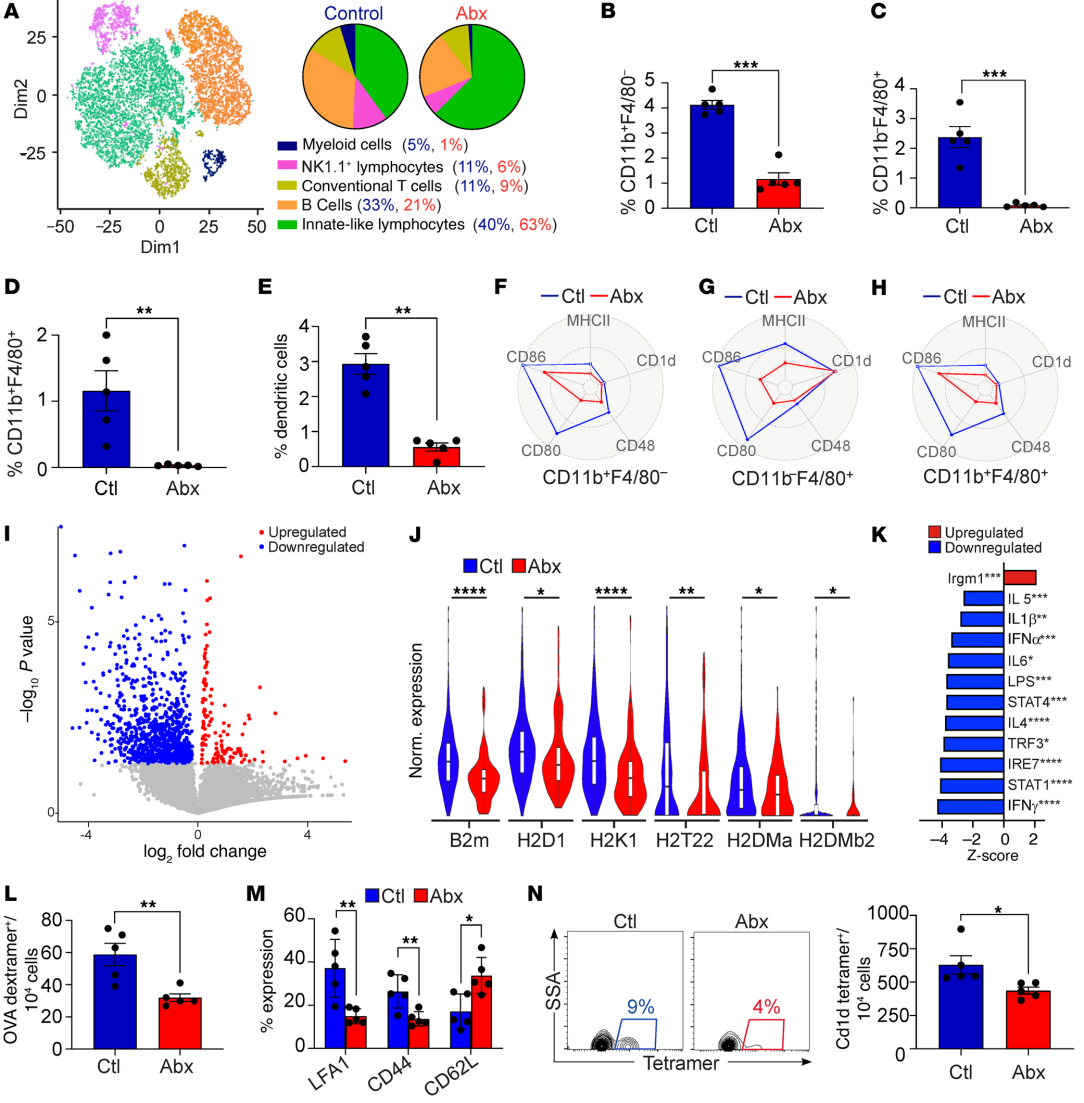
The microbiome promotes the expansion and maturation of liver myeloid cells. (**A**) Six-week-old female mice were treated with either broad-spectrum antibiotics or vehicle. CD45^+^ liver leukocytes were purified by FACS and analyzed by single-cell RNA-Seq. The distribution of cellular clusters was determined using the t-SNE algorithm. Each cluster is identified by a distinct color. Percentage of cellular abundance in each cluster in each respective cohort is depicted in pie charts. (**B**–**E**) The frequency of diverse APC subsets among CD45^+^ liver leukocytes in mice treated with broad-spectrum antibiotics or vehicle was determined by flow cytometry. Data are representative of experiments performed more than 4 times in replicates of 5. **P < 0.01; ***P < 0.001. (**F**–**H**) Expression of activation markers in liver APC subsets in mice treated with broad-spectrum antibiotics or vehicle was determined by flow cytometry and is shown in spider plots. Data are representative of experiments performed more than 4 times in replicates of 5. (**I**) Volcano plot showing differential gene expression in the hepatic myeloid cell cluster for mice treated with broad-spectrum antibiotics versus vehicle based on single-cell RNA-Seq used for **A**. (**J**) Violin plots comparing normalized log expression of select genes in the hepatic myeloid cell cluster for each treatment group shown in **A**. *P < 0.05; **P < 0.01; ****P < 0.0001. (**K**) Changes in upstream regulators in the hepatic myeloid cell cluster for each treatment group shown in **A**. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (**L** and **M**) Naive mice were immunized twice with OVA-pulsed hepatic macrophages harvested from antibiotic- or vehicle-treated donors. CD8^+^ T cell activation was determined 1 week after the last immunization by measuring the frequency of OVA-dextramer^+^ CTLs (**L**) and their surface phenotype (**M**). This experiment was performed twice. *n* = 5/group. *P < 0.05; **P < 0.01. (**N**) Liver macrophages harvested from antibiotic- or vehicle-treated donors were pulsed with α-GalCer and used to immunize naive mice. The frequency of CD1d-restricted NKT cells was determined 1 week after the second immunization by flow cytometry. This experiment was performed twice. *n* = 5/group. *P < 0.05.

**Figure 9:**
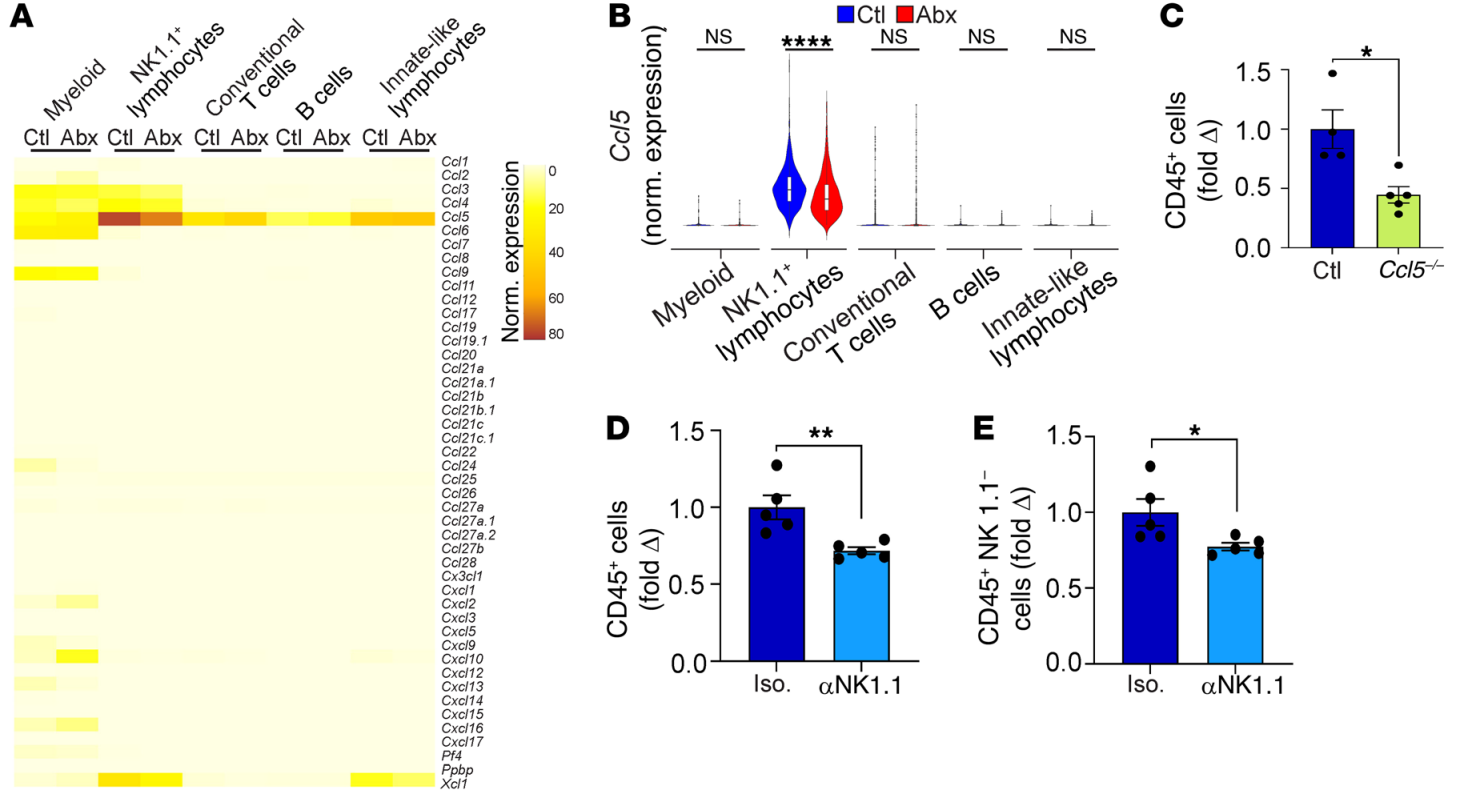
The microbiome drives liver leukocyte recruitment by promoting CCL5 signaling in NK1.1^+^ cells. (**A** and **B**) Mice were treated with broad-spectrum antibiotics or vehicle. CD45^+^ liver leukocytes were purified by FACS and analyzed by single-cell RNA-Seq as in Figure 7A. (**A**) Heatmap depicting expression levels of diverse chemokines in each cluster for both treatment groups. (**B**) Violin plots comparing normalized log expression of *Ccl5* in each cluster for both treatment groups. ****P < 0.0001. (**C**) The total number of hepatic leukocytes was compared in WT versus *Ccl5^–/–^* mice. Data are representative of experiments performed 3 times. *n* = 5/group. *P < 0.05. (**D** and **E**) The number of bulk CD45^+^ (**D**) and CD45^+^NK1.1^–^ (**E**) hepatic leukocytes was compared in WT mice treated with a neutralizing αNK1.1 mAb or isotype control. *n* = 5/group. *P < 0.05; **P < 0.01.

**Figure 10:**
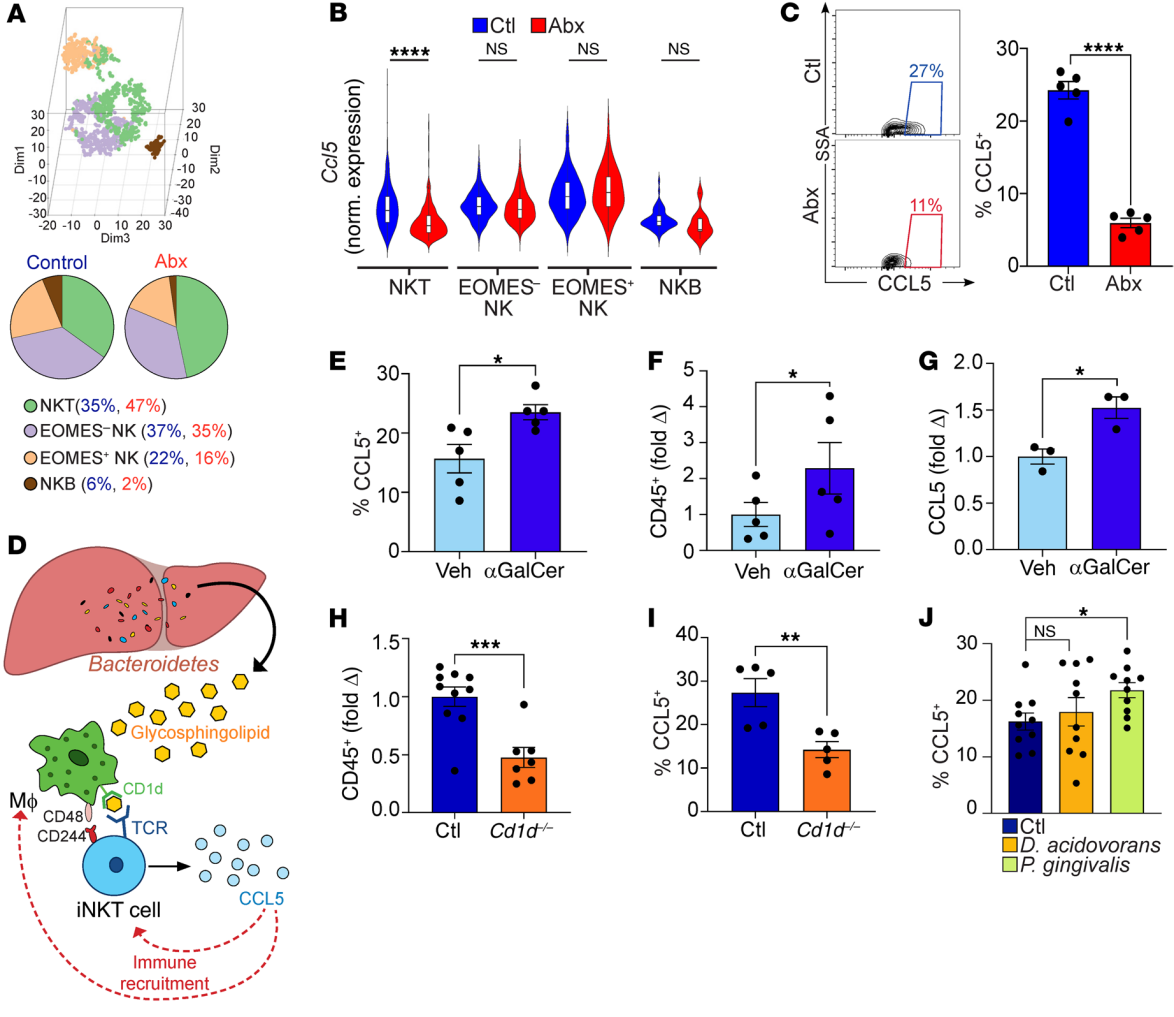
Glycosphingolipid antigens induce CCL5 expression by NKT cells. (**A** and **B**) Mice were treated with broad-spectrum antibiotics or vehicle. CD45^+^ liver leukocytes were purified by FACS and analyzed by single-cell RNA-Seq as in Figure 7A. (**A**) The NK1.1^+^ lymphocyte population was subclustered as shown in a 3D t-SNE plot and quantified in pie charts. (**B**) Violin plots comparing normalized log expression of *Ccl5* in each subcluster for both treatment groups. ****P < 0.0001. (**C**) Mice were treated with broad-spectrum antibiotics or vehicle. Liver NKT cells were analyzed for CCL5 expression. Representative contour plots and quantitative analyses are shown. Data are representative of experiments performed more than 4 times. *n* = 5/group. ****P < 0.0001. (**D**) Schematic of hypothesis that Bacteroidetes-derived glycosphingolipids are presented by APC to iNKT cells, which upregulate CCL5 to potentate leukocyte recruitment. (**E** and **F**) Germ-free WT mice were administered α-GalCer or vehicle i.p. and comparatively analyzed for the frequency of CCL5^+^ NKT cells (**E**) and total CD45^+^ hepatic leukocyte population (**F**). *n* = 5/group. *P < 0.05. (**G**) Hepatic leukocytes were stimulated in vitro with α-GalCer or vehicle, and NKT cells were assayed by flow cytometry for CCL5 expression. Data are representative of experiments performed 3 times in replicates of 5. *P < 0.05. (**H** and **I**) The total number of CD45^+^ hepatic leukocytes (**H**) and CD3^+^NK1.1^+^ cell expression of CCL5 (**I**) were compared in WT and *Cd1d^–/–^* mice. Data are representative of experiments performed 3 times in replicates of 5. **P < 0.01; ***P < 0.001. (**J**) Six-week-old female mice were treated with broad-spectrum antibiotics for and then repopulated with *D*. *acidovorans*, *P*. *gingivalis*, or vehicle by gastric gavage. Liver NKT cells were analyzed 1 week later for expression of CCL5. *n* = 10 mice/group. *P < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

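The single-cell experiment comprises 1 library of CD45+ liver leukocytes from vehicle-treated mice and 1 from mice given broad-spectrum oral antibiotics, both from 6-week-old female mice. The labels give 1 week of treatment and the paper a minimum of 1 week. The submitters' processing notes name bcl2fastq, Cell Ranger and mm10, with versions and annotation release not given in the sources used here. The UMI counts are as deposited by the authors, who per the processing notes made them from reads with Cell Ranger; they are whole numbers for every barcode of the kit, so before deposit no filter on cells and no normalization had been applied. Gene identifiers and symbols were taken from the files, and 98.8% of identifiers were found in GENCODE vM21, from which positions on GRCm38 were read.

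Cells were called as stated where the experiment is introduced: 9005 vehicle and 7121 antibiotic barcodes passed the UMI threshold, 12 and 2 were left out for few genes and 13 and 3 for mitochondrial UMIs, with some vehicle barcodes failing both. Called cells held 85.6% and 85.8% of all UMIs. Doublets were scored by Scrublet as in scanpy, at an expected 6%, with automatic thresholds of 0.219 and 0.306 on the doublet score, and kept in the main values. Counts were scaled to 10000 per cell and log-transformed. From each library 2000 variable genes were taken, leaving out chemokines, cytokines, genes of MHC and antigen presentation, *Bcl2*, *Il7r*, *Cd48*, *Cd244*, T cell receptor and immunoglobulin segments, and ribosomal and mitochondrial genes, and 30 principal components, 15 neighbors and Leiden clustering at a resolution of 1 followed (seed 0). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.

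The gene lists, the marker genes, the cell calls, the clustering settings, the measures, the first set of alternatives and the rule for which genes are named were fixed before the data were examined. The rules that turn markers into names were settled over several looks at the clusters. A cluster took the class with the highest marker score if none of the other classes had more markers among its 10 leading genes (ranked by fold over the mean of the other clusters with 5 CPM added, at 50 CPM or more) and if at least 3 markers of the class were seen in 10% of its cells. It stayed unnamed where at least 50% of its cells were doublets, where 5 or more cell cycle genes led it, or where no marker led it and it held under 30 cells or its median depth was below 1/3 of that of its library, and a cluster led by hepatocyte genes stayed unnamed too. The reference for leading genes was first all other cells and then the mean of the other clusters, after the first had left cluster 18 with no innate-like marker in its lead. An endothelial subcluster was removed from the myeloid class. NK1.1+ lymphocytes and myeloid cells were clustered again with the same settings, but the doublet rule was not applied there, so a subcluster of 53.3% doublets is among the NKT cells and 1 of 75.0% makes up the NKB cells. Myeloid subclusters led by markers of other classes (54 vehicle and 11 antibiotic cells) stayed in the class.

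Depth by class, as total UMIs in the vehicle and antibiotic libraries, was 2431085 and 541213 for myeloid cells, 3316244 and 862887 for NK1.1+ lymphocytes, 4640078 and 2609410 for conventional T cells, 8409783 and 3403382 for B cells, 13376384 and 17040901 for innate-like lymphocytes, and 1142085 and 209698 for NKT cells. A ratio of CPM carries the exact conditional interval of 2 Poisson counts, and a share its Clopper-Pearson interval. Lists took genes with at least 10 UMIs in both libraries together, with 0.5 added to each count, and were set against 10000 random lists matched in 20 bins of expression. Shares of cells with a UMI were taken after each cell was thinned to 1500 UMIs, leaving out shallower cells. For the spread over genes, equal numbers of cells were drawn 20 times from each class, with genes of at least 50 UMIs. The expected spread came from random parts of the same library, over both libraries. It holds differences between cells as well as counting error. The numbers depend on the draw, and the draw used for the values in the text was aligned with that of the alternatives after both had been seen, so the other draw is given too. No counts of changed genes and no tests across cells were made, since cells of 1 library are not replicates.

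Named genes are every gene that the paper's text or Figs. 8 to 10 give for these data. For each comparison they are also the 10 higher and 10 lower genes by the bound of the 95% interval nearest 1, among genes with at least 100 CPM in the higher library and 30 UMIs in both together, without ribosomal, mitochondrial, hemoglobin, immunoglobulin, T cell receptor and other-cell genes. Up to 4 members of each list with the highest mean CPM complete them. Outside this rule stand markers of lineage (*Trac*, *Trdc*, *Cd3e*, *Eomes*, *Zbtb16*, *Ncr1* and *Gzma*) and, named after their values were seen, *Ccr7* in conventional T cells and *Cirbp*, *Rbm3* and *Hspa1a* in myeloid cells. The lists covered MHC class I and class II presentation, costimulation, the interferon response, oxidative phosphorylation, chemokine and iNOS signaling, responses to LPS, IL-1 and NF-κB and to IL-4, naive, activated and cytotoxic lymphocyte genes, chemokines, other cytokines, receptors for CCL5, the CD48 and CD244 axis, immediate early stress, proliferation, and markers of erythroid, hepatic, endothelial and plasma cells. The gene sets and upstream targets of IPA were not used here. Values for some of the single genes that this rule names are not reported here, though the lists include them.

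The alternatives set beforehand were cells of at least 500 or 1500 UMIs, a mitochondrial limit of 5%, removal of doublets, resolutions of 0.5 and 2, subtraction of free RNA by the profile of barcodes under 50 UMIs, TMM factors from edgeR, a mean over cells in place of a sum, thinned cells, and higher count minimums (30 UMIs for lists, 100 for the spread over genes). Added after the data had been seen were names by the closest class, leading genes by fold over all other cells, myeloid types weighted alike, myeloid cells without subclusters led by markers of other classes, NKT cells of the main clusters without doublets, and a second set of draws. The calculation was tested on simulated libraries drawn from conventional T cells, NK1.1+ lymphocytes and myeloid cells, with 200 genes scored in each. Intervals held the true ratio for 92.5% of the genes in conventional T cells, 96.0% in NK1.1+ lymphocytes and 98.5% in myeloid cells, and the direction was right for 81 of 81, 84 of 85 and 72 of 73 genes whose fold was 2 or more. The intervals in simulated T cells held the truth less often than 95%.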

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

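All tests in this part were chosen after the result had been seen. *Cirbp* and *Rbm3*, which encode RNA-binding proteins induced by mild cold, were higher in the antibiotic library in all 5 classes, a difference in genes that the paper does not discuss. The lowest ratio was 2.35 for *Cirbp* (2.12 to 2.60, in conventional T cells) and 1.85 for *Rbm3* (1.75 to 1.95, in conventional T cells). *Cirbp* lies on GRCm38 chromosome 10 from 80165985 to 80172786 and *Rbm3* on chromosome X from 8138975 to 8145880. The heat shock gene *Hspa1a* went the other way in the lymphocyte classes, from 174 to 4.17 CPM in innate-like lymphocytes and from 232 to 18.01 CPM in conventional T cells, and stood at 343 and 353 CPM in myeloid cells (ratio 1.03, 0.874 to 1.21).

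Free RNA is a poor explanation of this pattern, since after its subtraction the log2 ratio of *Cirbp* was still between 1.23 and 1.64 over the classes, and so is depth, since after thinning it was between 1.18 and 1.54. A handling effect on temperature or time that acts alike on all cells would lower *Hspa1a* with the rise of *Cirbp* and *Rbm3* in every class. This held beyond counting error in 4 of 5 classes. In myeloid cells the log2 ratio of *Hspa1a* was 0.0438, but −0.48 after thinning, 0.56 with free RNA subtracted and −0.39 without subclusters led by markers of other classes, so its direction there is not settled. Handling and treatment cannot be told apart for these genes, since each library was handled once. A response of the cells to the loss of microbes, or a lower body temperature of the treated mice, is a candidate explanation that was not tested.

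*Camp*, an antimicrobial peptide of neutrophils, stood at 7315 CPM in barcodes of 50 to 500 UMIs in the antibiotic library and at 3462 CPM in the vehicle library, against 1046 and 1003 CPM in emptier barcodes, in barcodes that the paper does not report on. Its UMIs in that range were 6246 in 11118 antibiotic barcodes and 7232 in 27571 vehicle barcodes, so the higher CPM goes with fewer UMIs of other genes. Called myeloid cells held 0 *Camp* UMIs in the antibiotic and 3832 in the vehicle library, 3816 of these in neutrophils, of which there were 13 in the vehicle and 3 in the antibiotic library, and 91.2% in 6 cells. *Ccl4* was lower in EOMES- NK cells of the antibiotic library (ratio 0.468, 0.385 to 0.565) and higher in EOMES+ NK cells (ratio 1.59, 1.32 to 1.92), opposite directions in subsets that share the class, and the difference itself was not tested.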

How the results depend on the processing

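The tests of naming by the closest class, of leading genes by fold over all other cells, of myeloid types weighted alike, of myeloid cells without subclusters led by markers of other classes, of NKT cells of the main clusters without doublets and of a second set of draws were chosen after the result had been seen. Of the main results under the alternatives set beforehand, 124 stayed within the counting interval, 27 moved outside it with the direction kept or without a called direction, and 7 reversed. Ranges over these alternatives (log2) were −2.12 to −1.95 for the share of myeloid cells, −0.80 to −0.73 for B cells, −0.41 to −0.30 for conventional T cells, 0.71 to 0.89 for *Bcl2* and 0.74 to 0.87 for *Il7r* in conventional T cells. Of the other values for genes and lists, 1483 stayed within the interval, 255 moved and 12 reversed.

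The share of innate-like lymphocytes (0.87) reversed at 1500 UMIs (−0.57), at a mitochondrial limit of 5% (−1.57), at a resolution of 2 (−0.41) and with leading genes over all other cells (−0.10), and was 0.94 with doublets removed, with the closest class too. The alternatives that reversed it leave clusters like 17 and 18 unnamed by the marker rule: 1.27% of vehicle and 41.0% of antibiotic cells at 1500 UMIs, 1.13% and 12.7% with 1.27% and 39.6% at the limit of 5%, and 0.790% and 18.6% with 0.590% and 22.4% at a resolution of 2. At that resolution a cluster mostly of vehicle cells (6.65% and 1.096%) lost its name too, which works against the reversal. With the closest class by marker score the value was 0.87, 0.87, 0.87 and 0.86 in the main setting, at 1500 UMIs, at 5% and at a resolution of 2. The share of NKT cells (−0.61) reversed with doublets removed (0.56) and at a resolution of 2 (0.73), and was −0.0826 at 500 UMIs. The share of NK1.1+ lymphocytes was −0.94 at a resolution of 2.

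For *Ccl5*, NK1.1+ lymphocytes (−0.06) gave −0.15 with TMM, −0.11 at 500 UMIs, −0.18 with doublets removed and −0.24 at a resolution of 2. NKT cells (0.03) gave −0.0833 with TMM, −0.0621 at 500 UMIs, −0.53 with doublets removed and −0.18 at a resolution of 2. Their ratio was 0.921 in the main clusters without doublets, but 1.01 and 0.994 within the subclusters. EOMES- NK cells (−0.21) gave −0.29 with TMM, −0.15 as a mean over cells, −0.15 thinned and −0.16 with doublets removed. EOMES+ NK cells (0.08) reversed with TMM (−0.0842) and thinned (−0.0304) and gave 0.00044 as a mean over cells. TMM moved the median of all genes by −0.11 in NKT cells, −0.16 in EOMES+ NK cells and −1.18 in NKB cells.

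In myeloid cells, MHC class I (−0.26) gave −0.43 with free RNA subtracted and −0.43 with types weighted alike. MHC class II (−0.05) gave 0.11 with free RNA subtracted, −0.17 as a mean over cells, −0.17 thinned and 0.0739 with doublets removed. The interferon response (−0.22) gave −0.37 as a mean over cells, −0.35 thinned and −0.59 with types weighted alike, but −0.0764 with free RNA subtracted and −0.0749 with doublets removed, and oxidative phosphorylation (−0.13) −0.0932 thinned, −0.0771 weighted alike and −0.0920 with doublets removed. The spread over genes in NKT cells (0.43) was 0.36 with 100 UMIs. Random parts of the same library gave 0.25 there, against 0.33 in the main setting. With doublets removed the spread was 0.56, where 8 cells per library were drawn in place of 25 and 0.41 was expected. TMM leaves this measure as it is by construction. Without the subclusters led by markers of other classes, the share of myeloid cells was −1.97, and in myeloid cells MHC class I gave −0.26, MHC class II 0.11, the interferon response −0.12, oxidative phosphorylation −0.12, *Ccl5* 0.18 (0.37 with them), *Apoe* 0.80 (1.26) and *Hspa1a* −0.39 (0.0438).

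Single genes reversed as follows: *H2-Aa* in myeloid cells (−0.13 as a mean over cells, −0.17 thinned), *H2-Ab1* there (−0.0277 as a mean over cells), *Ifitm3* there (−0.0832 as a mean over cells, −0.0941 thinned), *Ccr7* in conventional T cells (−0.0584 thinned), *Trac* and *Trdc* in NKT cells (−0.0876 and 0.18 at 500 UMIs), *Trdc* in innate-like lymphocytes (0.95 at 1500 UMIs), *Bcl2* and *Zbtb16* there (−0.13 and 0.10 at a limit of 5%) and *Cirbp* in NKT cells (−0.0301 with doublets removed). Apart from the innate-like share, the cause was not tested. No paired analysis was possible because each condition has a single library and both are replicate 1, with nothing that pairs mice. Depth is a limit in the antibiotic library for the 83 myeloid cells and for the subsets of NK1.1+ lymphocytes, with 2 NKB, 51 NKT, 81 EOMES+ and 152 EOMES- NK cells.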

Differences from the paper's values

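No test in this part was chosen after the result had been seen, apart from the values of NKT cells without doublets within the main clusters and of myeloid types weighted alike. NKT cells made up 17.5% of NK1.1+ lymphocytes in the antibiotic library here, against the paper's value of about 47% in Fig. 10A, read by eye. Of the alternatives set before the data were examined, a resolution of 2 (37.6%) comes within 1.5 times of the paper's value, and cells of at least 500 or 1500 UMIs, a mitochondrial limit of 5%, removal of doublets and a resolution of 0.5 do not. A resolution of 2 takes the vehicle share out of that limit (22.7%, against the paper's value of about 35% in Fig. 10A, read by eye), while the main setting is within it (26.7%). EOMES+ NK cells made up 27.8% in the antibiotic library, against the paper's value of about 16% in Fig. 10A, read by eye, where a resolution of 2 (19.0%) again comes within that limit and the other 5 alternatives do not. NKB cells made up 1.59% in the vehicle library and 0.687% in the antibiotic library, against the paper's values of about 6% and about 2% in Fig. 10A, read by eye, and none of the alternatives set before the data were examined comes within the limit. The names of subclusters were rebuilt from markers, so the groups compared need not hold the same cells as those of the study.

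The paper's Fig. 10A shows NKT cells as a larger part of NK1.1+ lymphocytes after antibiotics, while here their share was lower, with a ratio of 0.656 (0.474 to 0.891). It was higher at a resolution of 2 (22.7% and 37.6%). With doublets removed it was higher too (4.40% and 6.48%; log2 ratio 0.56, −0.42 to 1.49), which is not beyond counting error. Nor was the lower share at 500 UMIs (log2 ratio −0.0826) and at a resolution of 0.5 (−0.30).

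The paper states that *Ccl5* in NK1.1+ lymphocytes was strongly lower after antibiotics, while here the ratio was 0.959 (0.944 to 0.975), lower by a small part, and the log2 ratio was between −0.24 and −0.05 over the alternatives set before the data were examined. The paper states that NKT cells were the sole NK1.1+ subset with less *Ccl5* after antibiotics. It also reports less CCL5 in liver NKT cells by flow cytometry and in subsets set by their Vβ chain. Those measurements have no counterpart in these libraries. Here the ratio was 1.02 (0.984 to 1.05) in NKT cells and 0.863 (0.842 to 0.884) in EOMES- NK cells. Of the EOMES- subclusters, 1 of 310 vehicle and 50 antibiotic cells had a ratio of 0.918 (0.884 to 0.953). The other, of 20 and 102 cells, had a ratio of 1.20 (1.13 to 1.29), so the pooled EOMES- value also depends on the makeup of the subset. The cells named NKT here come from a subcluster led by *Cd8a*, *Trdc* and *Cd3e* and 1 of 53.3% doublets, with 3 and 2 *Trav11* UMIs, so they need not be the NKT cells of the study. In the NKT cells as named, the ratio was 0.921 (0.888 to 0.955) once doublets were left out. It was 1.01 and 0.994 within their subclusters, so the value of 0.921 reflects the mix of subclusters. The log2 ratio in NKT cells was negative with doublets removed before clustering (−0.53), at a resolution of 2 (−0.18), with TMM (−0.08) and at 500 UMIs (−0.06). In these settings EOMES- NK cells were lower too, at −0.16 with doublets removed, −0.20 at a resolution of 2, −0.29 with TMM and −0.24 at 500 UMIs.

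The paper states that chemokine and iNOS signaling were lower in myeloid cells, while here 18 of 35 and 16 of 30 genes of lists of that kind were higher, with medians of 0.07 and 0.02. The iNOS median was negative with free RNA subtracted (−0.16) and at a limit of 5% (−0.02), and the chemokine signaling median at 500 UMIs (−0.02) and 1500 UMIs (−0.03). Both were negative with myeloid types weighted alike (−0.11 and −0.22), an alternative chosen after seeing the values. The paper states that upstream regulators show less inflammatory signaling in myeloid cells, while here genes induced by LPS, IL-1 and NF-κB were higher, with a median of 0.46, and remained so under every alternative run, the lowest being 0.29 in thinned cells. Among the regulators drawn in Fig. 8K, *Irf7* was lower here. The paper contrasts similar expression in conventional T cells with broad differences in NKT cells. Here the spread over genes was 1.19 and 1.32 times that of random parts of the same library, with ranges over draws that overlap.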

Other observations

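The tests of doublets and of lineage in this part were chosen after the result had been seen. The test of a shift shared by all classes and its bounds were set before, but the size of the draws it uses was chosen after. Lower MHC class I transcripts were not limited to myeloid cells. Of 22 genes, 18 were lower in NK1.1+ lymphocytes (median log2 ratio −0.30), 16 in conventional T cells (−0.18), 17 in B cells (−0.16) and 20 in innate-like lymphocytes (−0.43). Oxidative phosphorylation was slightly lower in NK1.1+ lymphocytes, in 59 of 76 genes (median −0.16, percentile 0.04). It was also lower in conventional T cells, in 55 (−0.10, percentile 0.11), and in B cells, in 59 (−0.10, percentile 0.05). In innate-like lymphocytes 65 of 76 genes were lower, but the median of −0.16 lay within the range of its random lists (percentile 4.99). Interferon response genes were lower in every class, in 35 of 40 genes in NK1.1+ lymphocytes (median −0.30), 38 of 43 in conventional T cells (−0.35), 40 of 42 in B cells (−0.51) and 44 of 44 in innate-like lymphocytes (−0.89), against −0.22 in myeloid cells. *Cd48*, the ligand of CD244, was lower in NK1.1+ lymphocytes (456 and 264 CPM; ratio 0.580, 0.502 to 0.667), conventional T cells (ratio 0.767, 0.690 to 0.852) and innate-like lymphocytes (ratio 0.542, 0.517 to 0.567), and of the 6 genes of the CD48 and CD244 axis and CD1d in NK1.1+ lymphocytes 4 were lower (median −0.25, percentile 3.00). In B cells, *Pik3ip1*, an inhibitor of PI3K, was higher (73.7 and 197 CPM; ratio 2.67, 2.39 to 2.99), as were the inhibitory ligand *Cd200* (89.7 and 224 CPM; ratio 2.50, 2.26 to 2.77) and the cyclin *Ccnd3* (103 and 231 CPM; ratio 2.23, 2.02 to 2.46), while *Plac8* was lower (891 and 391 CPM; ratio 0.439, 0.414 to 0.466). Plasma cell genes were higher in B cells in 7 of 10 (median 0.50, percentile 100). The B cell cluster led by *Ighg2b*, *Jchain* and *Igha* was smaller in the antibiotic library, at 1.78% and 0.618% of called cells (160 and 44 cells). Higher plasma cell genes thus did not go with more cells of that cluster, and whether they rest on few cells was not tested.

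EOMES- NK cells differed in effector genes. The granule gene *Nkg7* stood at 4138 CPM in vehicle and 2571 CPM in antibiotic cells (ratio 0.621, 0.582 to 0.663), *Xcl1* at 2339 and 1112 CPM (ratio 0.475, 0.431 to 0.523) and *Lgals1* at 1416 and 371 CPM (ratio 0.262, 0.222 to 0.308), and 14 of 17 cytotoxic effector genes were lower (median −0.65). Vehicle and antibiotic cells of this subset lie mostly in different subclusters, so these values describe the makeup of the subset as well as its cells. Immediate early and stress genes were lower in NK1.1+ lymphocytes (21 of 24, median −0.41), B cells (18 of 25, −0.25) and innate-like lymphocytes (22 of 25, −0.65), and higher in 15 of 25 in myeloid cells (median 0.13, percentile 98.5). Erythroid transcripts were lower in NK1.1+ lymphocytes (−7.27), innate-like lymphocytes (−4.88), myeloid cells (−1.50) and B cells (−0.68), and where these transcripts came from was not tested.

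Among NK1.1+ lymphocytes, a subcluster led by *Il4*, *Cd8b1*, *Trac* and *Cd28* may consist largely of doublets, since 53.3% of its cells were scored so and they held 2.05 times the UMIs of other NK1.1+ lymphocytes, and the NKB subcluster too, with 75.0% doublets and 1.73 times the UMIs. The subcluster led by *Cd8a*, *Trdc* and *Cd3e* had 2.06% doublets and 1.09 times the UMIs, which argues against doublets there. NKT cells without the first subcluster hold many γδT cells, with *Trdc* in 54.0% and 48.5% of thinned cells (59.6% and 54.5% unthinned; B cells 0.431% and 0.364%; 0 cells too shallow to thin). Its median depth was 3518 and 2943 UMIs.

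Innate-like lymphocytes lay mostly in cluster 0 in the vehicle library and in clusters 17 and 18 in the antibiotic library. Different lineages captured in the libraries would leave cells of 1 lineage together, but of cells with a *Trav11* UMI 6.48% of vehicle and 78.3% of antibiotic cells lay in clusters 17 and 18, a difference of 71.8 percentage points that argues against it. A shift shared by all classes of a library, from capture or treatment, could part the clusters as well. The spread over genes of this class, beyond that of random parts of the same library, was set against the larger of B cells and conventional T cells. It was 1.27 times as large in draws of 300 cells, and 1.79 and 1.41 times in 2 sets of draws of 25 cells. A shared shift and 1 particular to this class thus cannot be told apart with 1 library each. A change of state of the innate-like lymphocytes with the treatment was not tested.

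For measures that the paper made by flow cytometry, the transcripts in myeloid cells were 28.4 and 29.6 CPM for *Cd86* (ratio 1.04, 0.564 to 1.81), 2 and 0 UMIs for *Cd80*, and 18.9 and 9.24 CPM for *Cd1d1* (ratio 0.488, 0.151 to 1.22). Proliferation genes were higher in myeloid cells in 15 of 20 (median 0.45, percentile 99.9), lower in innate-like lymphocytes in 18 of 20 (−0.73), and near even in NK1.1+ lymphocytes (−0.05) and B cells (−0.07). In NKT cells, *Cd244* stood at 200 and 153 CPM (ratio 0.764, 0.511 to 1.11) and *Cd48* at 426 and 243 CPM (ratio 0.572, 0.420 to 0.764). The split of NKT cells at the median of *Ccl5* in part divides doublets from other cells, with 6.84% doublets in the upper and 35.6% in the lower part of the vehicle library. In these parts, *Ifng* stood at 71.4 CPM (49.4 to 99.7; 117 cells) in the upper and 79.6 CPM (59.6 to 104; 118 cells) in the lower part. *Il10* had no UMI in either, which allows up to 6.30 and 4.51 CPM at a limit of 3 counts. The exact interval allows up to 7.74 and 5.54 CPM. In the antibiotic library *Ifng* stood at 63.9 CPM (20.7 to 149; 25 cells) and 98.9 CPM (52.7 to 169; 26 cells). Of *Trbv* UMIs in innate-like cells with a *Trav11* UMI, the segments *Trbv1*, *Trbv29* and *Trbv13* made up 40.0% of 20 (19.1 to 63.9) in the vehicle and 38.0% of 50 (24.7 to 52.8) in the antibiotic library, and in NKT cells 5 of 12 and 3 of 6.

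The large ratios of *Cxcl10* and *Ccl2* in myeloid cells rest on few cells. *Cxcl10*, an interferon-induced chemokine, stood at 48.1 and 488 CPM, but 56.1% of its UMIs in the antibiotic library came from 1 cell. *Ccl2* stood at 11.5 and 105 CPM, with 70.2% of the antibiotic UMIs in 1 cell. *Apoe*, a lipid carrier of macrophages, stood at 1929 and 4614 CPM (ratio 2.39, 2.28 to 2.51). It was seen in 215 vehicle and 46 antibiotic cells. Its 6 highest cells held 20.2% of its UMIs in the vehicle and 44.0% in the antibiotic library. These are 6 of 409 and 6 of 83 cells, so the contrast cannot show whether the ratio rests on few cells. The same shares were 4.42% and 18.8% for *B2m* and 11.2% and 43.2% for *Cd74*. Of the *Nfkbia* UMIs in the antibiotic library, 46.8% came from 6 cells (19.1% in vehicle), a contrast with the same limit. Free RNA made up an estimated 34.9% and 29.0% of UMIs in myeloid cells, 10.3% and 9.17% in NK1.1+ lymphocytes, 7.65% and 8.25% in conventional T cells, 5.44% and 4.69% in B cells and 7.34% and 6.60% in innate-like lymphocytes. The estimate for myeloid cells is too high, since it would bring 1326 CPM of *Ccl5* where 697 CPM were seen in the vehicle library.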
